# Suppression of allograft rejection by regulatory B cells induced via TLR signaling

**DOI:** 10.1172/jci.insight.152213

**Published:** 2022-09-08

**Authors:** Kang Mi Lee, Qiang Fu, Guoli Huai, Kevin Deng, Ji Lei, Lisa Kojima, Divyansh Agarwal, Peter van Galen, Shoko Kimura, Naoki Tanimine, Laura Washburn, Heidi Yeh, Ali Naji, Charles G. Rickert, Christian LeGuern, James F. Markmann

**Keywords:** Immunology, Transplantation, Cellular immune response, Immunotherapy, Tolerance

## Abstract

B lymphocytes have long been recognized for their critical contributions to adaptive immunity, providing defense against pathogens through cognate antigen presentation to T cells and Ab production. More recently appreciated is that B cells are also integral in securing self-tolerance; this has led to interest in their therapeutic application to downregulate unwanted immune responses, such as transplant rejection. In this study, we found that PMA- and ionomycin-activated mouse B cells acquire regulatory properties following stimulation through TLR4/TLR9 receptors (Bregs-TLR). Bregs-TLR efficiently inhibited T cell proliferation in vitro and prevented allograft rejection. Unlike most reported Breg activities, the inhibition of alloimmune responses by Bregs-TLR relied on the expression of TGF-β and not IL-10. In vivo, Bregs-TLR interrupted donor-specific T cell expansion and induced Tregs in a TGF-β–dependent manner. RNA-Seq analyses corroborated the involvement of TGF-β pathways in Breg-TLR function, identified potential gene pathways implicated in preventing graft rejection, and suggested targets to foster Breg regulation.

## Introduction

Achieving immunological tolerance to transplanted organs to avoid the morbidity associated with chronic immunosuppression remains an unmet need for the field of transplantation. Although efforts to achieve partial or full chimerism, such as by combining kidney and bone marrow transplants from the same living donor (1), have resulted in moderate success, this approach requires intensive pretransplant conditioning that precludes application to most transplant patients. An attractive alternative is the use of cell-based immunotherapies that can selectively abrogate donor-specific alloimmune responses. For example, Tregs have been evaluated in early phase clinical trials for their capacity to curtail alloimmunity and achieve allograft survival without chronic immunosuppression (2). Recently, Treg therapy trials in live donor kidney transplant recipients showed promise at immunosuppression minimization with a concomitant reduction in infectious complications 2 years after transplant (3). Likewise, a Treg trial in liver allograft recipients achieved rejection-free, immunosuppression-free transplant survival in 6 of 10 patients for over 5 years (4).

Although the immunomodulatory property of Tregs is now well established, the regulatory potential, if any, of other cell types has remained elusive. Although B lymphocyte–mediated suppression of cellular immunity was first noted in the 1970s (5, 6), more recent work has discovered a subpopulation of B cells with regulatory properties (Bregs) that can modulate immune response in a variety of oncologic, autoimmune, and inflammatory conditions (7, 8). A regulatory role for B cells in transplant tolerance has also been implicated in a nonhuman primate model of islet transplantation (9). In addition, studies on spontaneously tolerant human recipients of renal allografts have found substantial differences in the transcriptional profile and phenotype of B cells from peripheral blood compared with those recipients still on immunosuppression (10). Collectively, these data suggest an active role for Bregs in transplant tolerance induction. Unlike Tregs that can be defined by expression of the master transcriptional regulator Foxp3, there is a paucity of lineage-specific identifiers for Bregs (11, 12). To date, the most widely utilized marker of Breg activity has been the expression/secretion of IL-10, which is also a key effector molecule conveying regulatory activity. As evidence of the functional heterogeneity of the Breg population, B cell–mediated regulation has also been associated with the expression of TGF-β, programmed cell death ligand 1 (PD-L1), and granzyme B.

As proof of concept for the potential of Bregs as a cell-based therapy, the current study demonstrates that naive B cells activated in vitro through TLR signaling are able to fully suppress T cell proliferation in vitro and promote allograft tolerance in mice. Through extensive in vivo assessment of graft-reactive T cell proliferation, we identify that Breg-mediated suppression is TGF-β dependent. We further analyzed the cellular intricacies of Breg subsets engaged in dampening alloreactive responses using single-cell RNA-Seq (scRNA-Seq). These analyses further revealed that suppressive B cell subpopulations are characterized by low levels of MHC class I and class II and B cell receptor (BCR) gene expression, together with substantial enrichment and activity of the TGF-β and IL-2/STAT5 signaling pathways.

## Results

### Phenotypic changes of B cells through TLR-mediated activation.

The population of donor-specific Bregs from mice with Ab-induced transplant tolerance is small (13, 14). Thus, we developed a protocol to expand B cells through in vitro TLR signaling with PMA/ionomycin and discovered that this treatment was sufficient to engender regulatory activity. We studied 3 distinct B cell populations, all derived from enriched splenic B cells from C57BL/6 (B6) mice: naive B6 B cells (B cells-naive), B cells stimulated in vitro by the TLR9 agonist CpG ODN 1668 for 3 days (Bregs-CpG), and B cells stimulated by CpG for 3 days with the addition of the TLR4 agonist LPS, PMA, and ionomycin (LPI) for the last 5 hours of culture (Bregs-TLR).

Compared to B cells-naive, both Bregs-CpG and Bregs-TLR manifest phenotypic changes in IgM^hi^IgD^intermediate/lo^ expression, suggesting an immature phenotype. The CD21 and CD23 staining is suggestive of a phenotypic similarity to immature transitional B cells (IgM^+^IgD^–^CD21^–^CD23^–^) and marginal zone B cells (CD19^+^CD21^hi^CD23^lo^), which have been previously shown to exhibit regulatory function (15) (Figure 1A). Bregs-TLR and Bregs-CpG similarly upregulated markers of B cell activation including CD80, CD86, MHC class II (I-Ab), and CD38 (Figure 1, A and B) (16). Bregs-TLR and Bregs-CpG differed, however, in that the former manifested significantly greater expression of TIM1, LAP (a surrogate marker for TGF-β expression), CD25, and PD-L1^+^ (Figure 1B). Of note, Ab-induced Bregs are known to promote islet graft acceptance through in vivo induction of Tregs via a TGF-β–dependent mechanism (17, 18). B cell suppressive function has also been related to cytotoxic activity via PD-L1 (killer B cells) (19). Contrary to the previous report (20), Bregs-CpG and Bregs-TLR cell subsets contained few CD138^+^ plasmablasts (not shown), likely a consequence of different activation conditions (100 nM/200 μL CpG ODN 1668 for 7 days vs. 1.6 nM/200 μL for 3 days in our model).

### Bregs-TLR suppress effector T cell proliferation and prevent rejection of allogeneic grafts.

Next, we explored the ability of Bregs-CpG and Bregs-TLR to suppress in vitro proliferation of purified T cells. Using a CD3-CD28 bead stimulation assay, we found that Bregs-TLR, but not Bregs-CpG, potently suppressed both CD4^+^ and CD8^+^ T cell proliferation compared with B cells-naive (Figure 2, A and B). Furthermore, the suppression by Bregs-TLR was dose-dependent for both CD4^+^ and CD8^+^ T cells (Figure 2C).

To further assess the in vivo regulatory function of Bregs-TLR, this cell population was adoptively transferred to diabetic B cell–deficient μMT mice transplanted with allogeneic BALB/c islets. Recipients were either untreated or injected i.v. with 5 × 10^6^ B cells-naive, Bregs-CpG, or Bregs-TLR and followed for islet allograft survival by serial blood glucose measurements. We observed that transferred Bregs-TLR promoted allograft survival with 7 out of 13 recipients achieving graft survival for more than 100 days, while mice receiving no B cells or naive B cells all lost graft function by 23 days with a median survival time (MST) of 14 days (no B cells vs. Bregs-TLR, *P* = 0.042) and 15 days (B cells-naive vs. Bregs-TLR, *P* = 0.041), respectively (Bregs-CpG MST 13 days vs. Bregs-TLR undefined MST, *P* = 0.069) (Figure 3A). Bregs-TLR significantly prolonged islet allograft survival, with approximately 54% of recipients achieving long-term survival compared with approximately 17% by Bregs-CpG (Figure 3A). To further validate the contribution of Bregs-TLR–derived IL-10 and TGF-β in suppressing allograft rejection, we generated Bregs from mice with B cells deficient in IL-10 (from IL-10^–/–^ mice) or TGF-β (from CD19^cre/WT^ TGF-β^fl/fl^ mice) (21). BALB/c islets were transplanted to μMT recipients, which were also injected with either WT, TGF-β^–/–^, or IL-10^–/–^ Bregs-TLR cells. Recipients of TGF-β^–/–^ Bregs-TLR cells rejected all allografts within 20 days after transplant, whereas 2 of the 5 recipients treated with IL-10^–/–^ Bregs-TLR demonstrated long-term graft survival similar to WT Bregs-TLR (Figure 3A). These results suggest that TGF-β secretion from Bregs-TLR is essential to prevent or delay allograft rejection.

We also evaluated skin graft survival using an antigen-specific model of graft rejection, transplanting skin to B6 recipients from donor OVA^+^ B6 mice that ubiquitously express OVA in all tissues. OVA^+^ skin grafts were promptly rejected by recipients with both no B cell transfer and with Bregs-CpG transferred with an MST of 18.5 and 20 days, respectively. In contrast, OVA skin graft survival was extended by adoptive transfer of B6 Bregs-TLR to an MST of 24 days (no B cells vs. B6 Bregs-TLR, *P* = 0.0041; Bregs-CpG vs. B6 Bregs, *P* = 0.069) (Figure 3B). OBI Bregs-TLR derived from OBI mice, which have a clonally restricted B cell repertoire specific for OVA, achieved the longest survival with an MST of 31 days (no B cells vs. OBI Bregs-TLR, *P* = 3.0 × 10^4^).

### Role of Bregs-TLR in the control of antigraft CD4 and CD8 responses.

The function of Bregs may be sensitive to their microenvironment or tissue context. Given the encouraging observations from the aforementioned in vitro assays, we pursued an in vivo approach to better delineate the mechanistic underpinnings of Bregs-TLR function. The experiment focus was to evaluate the effects of Bregs on graft reactive CD4^+^ and CD8^+^ T cells. An antigen-defined model of graft rejection was used using lymphocytes from B6 background mice with transgene-encoded receptor specificity for OVA (OTI CD8^+^ T cells, OTII CD4^+^ T cells, and OBI B cells). In addition, skin grafts were syngeneic to hosts, except for the expression of OVA (B6-OVA) (22–24). CD45.1^+^ B6 mice were first injected with purified CD45.2^+^, CTV-labeled OTI, or CFSE-labeled OTII T cells with/without Bregs-TLR generated from OBI mice (OBI Bregs-TLR). Cell recipients were also transplanted with B6-OVA skin according to the timeline detailed in Figure 4A. Responses from OVA-specific T cells were evaluated in the graft’s draining lymph nodes (DLNs) and contralateral (nondraining) lymph nodes (N-DLNs). The spleen, DLNs, and N-DLNs were harvested to measure the Bregs’ impact on OTI and OTII T cell proliferation 10 days after graft placement (Figure 4, A–E). In this model, donor-derived passenger leukocytes from OVA skin traffic to secondary lymphoid tissues of the recipient and the donor antigens are processed and presented to reactive OTI and OTII T cells (25, 26).

The impact of Bregs on OTII CD4^+^ cell proliferation in vivo is presented in Figure 4, B and C, which revealed that 80.4% ± 13.8% of OTII cells proliferated. Similar OTII proliferation was seen in recipients of control B6 Bregs-CpG cells (83.0% ± 3.7%). However, following administration of 5 × 10^6^ B6 Bregs-TLR, OTII T cell proliferation fell to 50.9% ± 18.1% (*P* < 0.05 vs. no B cells). When compared with B6 Bregs-TLR, OVA-specific OBI Bregs-TLR demonstrated stronger suppression in a dose-dependent manner: from 31.2% ± 7.9% (*P* < 0.01) for 3 × 10^6^ OBI Bregs-TLR, down to 18.6% ± 9.9% versus (*P* < 0.01) for 5 × 10^6^ OBI Bregs (Figure 4, B and C). These data imply that Bregs with specificity to cognate graft antigen (OVA) downmodulate CD4^+^ effector proliferation more efficiently than Bregs with polyclonal BCR specificities. The preactivation of OBI Bregs-TLR by graft antigen may augment the degree of suppression of these cells, an eventuality that will be discussed later.

As reported in Figure 4, D and E, none of the B6 Bregs-TLR or OBI Bregs-TLR doses tested had any significant effect on decreasing CD8^+^ OTI cell proliferation in vivo. Interestingly, CD4^+^ T cells and CD8^+^ T cells demonstrated the highest proliferative activity in different anatomic locations in this model. For CD4^+^ T cells, donor-reactive proliferation was largely restricted to the DLNs, with minimal proliferation in N-DLNs (*P* < 0.001 vs. DLNs) and spleen (*P* < 0.0001 vs. DLNs). In contrast, CD8^+^ T cell proliferation was evident in the DLNs and spleen, but at lower levels in the N-DLNs (*P* < 0.001 vs. DLNs).

### OBI Bregs-TLR convert CD4^+^CD25^–^ T cells to CD4^+^CD25^+^Foxp3^+^ Tregs through TGF-β.

Our previous work showed that Bregs, generated via the IL-4 and TIM1 pathways, did prolong allograft survival at least in part through the induction of Tregs (13, 17). Given that Bregs-TLR prolong graft survival and suppress CD4^+^ T cell proliferation in vivo, we assessed whether Bregs-TLR–induced graft prolongation also correlated with Treg induction. Using the OVA skin graft model on WT B6 recipients, we examined the DLNs, as depicted in Figure 5, A and B, for the presence of CD4^+^Foxp3^+^ Tregs. We observed that without any treatment, the proportion of Tregs was 14.0% ± 1.4% of total CD4^+^ cells; numbers that increased to 16.9% ± 1.2% to reach 19.0% ± 3.7% (*P* < 0.05 vs. no B cells), following administration of 3 × 10^6^ or 5 × 10^6^ OBI Bregs-TLR, respectively (Figure 5, A and B).

Based on evidence that Bregs induce Tregs through TGF-β but not IL-10 (27, 28), and in accordance with our observation on high expression of TGF-β in Bregs-TLR (Figure 1), we investigated the role of TGF-β in Treg induction. Sorted CD4^+^CD25^–^ effector T cells from OTII mice were adoptively transferred to severe combined immunodeficient (SCID) recipient mice grafted with OVA skin (Figure 5C). On the same day, 5 × 10^6^ OBI Bregs-TLR or control naive OBI B cells were injected with or without anti–TGF-β Ab to neutralize TGF-β in vivo (17, 24). We found that the proportion of CD4^+^CD25^–^Foxp3^–^ OTII T cells transferred to SCID mice transitioned to CD4^+^CD25^+^Foxp3^+^ Tregs around day 14 at a significantly higher level in mice cotransferred with OBI TLR-Bregs (3.7% ± 1.6%) compared with controls (1.9% ± 0.9%) (*P* < 0.05 vs. no B cells) (Figure 5, D and E). Furthermore, when the OBI Bregs-TLR treatment group was also conditioned with the anti–TGF-β Ab, the proportion of CD4^+^CD25^+^Foxp3^+^ Tregs decreased by more than 2-fold (1.6% ± 0.4%, *P* < 0.05, vs. OBI Bregs-TLR). In contrast, the proportion of Foxp3^+^ T cells was not significantly reduced after IL-10 neutralization (4.6 % ± 1.9%, *P* > 0.5 vs. OBI Bregs-TLR), similar to the results obtained with TGF-β isotype control (4.2% ± 1.8%) (Figure 5, D and E). Collectively, these data indicate that OBI Bregs-TLR cells promote the conversion of a significant fraction of CD4^+^CD25^–^ effector cells toward the CD4^+^CD25^+^Foxp3^+^ Treg phenotype. This occurs in a TGF-β–dependent but IL-10–independent manner. Further attempts to evaluate the role of Tregs in Bregs-TLR suppression, through in vivo Treg depletion in the FoxP3^DTR^ mouse model, were unsuccessful due to the previously described occurrence of autoimmune conditions that compromised graft survival (29).

### Control of suppressive Bregs on cytokine-producing T cells.

Experiments were performed using OBI B cells (with a transgenic BCR anti-OVA) to derive OB1 Bregs-TLR/CpG. In vitro studies involved cocultures of anti-OVA CD4^+^ (OT-II) or CD8^+^ (OT-I) T cells stimulated by irradiated OVA splenocytes with OBI Bregs-TLR or control OBI Bregs-CpG (Figure 6, A and B). In vivo settings included concomitant injection of OTII and Bregs in B cell–deficient μMT mice 1 day prior to OVA skin transplantation (Figure 6C). In both experimental designs, frequencies of cytokine-producing cells were determined by FACS analysis of intracellular staining done 14 days after transplantation. As seen in Figure 6A, Bregs-TLR suppression acted by significantly decreasing the frequencies and numbers of CD4^+^ T cells expressing IFN-γ and IL-17a. The amount of cytokine detected per cell was not affected as the MFI remained comparable to that of controls (not shown). Bregs-TLR had no effect on CD4^+^ T cell expression of IL-10 or IL-4. These results were corroborated in vivo (Figure 6C). Similar studies, implemented in models of B6 T cells responding to BALB/c allogeneic targets in vitro, confirmed the initial observations obtained in the OVA model. As our studies have examined the cytokine status of both suppressive Bregs and suppressed effector T cells, it may be valuable to summarize our findings: no other cytokines than IL-10 and TGF-β showed differential expression between nonsuppressive Bregs-CpG and suppressive Bregs-TLR (Figure 1). Likewise, the effects of Bregs-TLR suppression on cytokine-producing T cells were attested by a significant reduction of T cells expressing IFN-γ and/or IL-17a (Figure 6).

### Bregs-TLR are highly heterogeneous in phenotype and functions.

Finally, scRNA-Seq was performed to delineate the phenotype of Bregs-TLR and Bregs-CpG cells and potentially identify gene signatures characteristic of each Breg subset. 

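The deposited scRNA-Seq data are the authors' counts of unique molecular identifiers (UMIs) per gene and cell, in which each UMI stands for 1 captured mRNA molecule. The sample labels describe 2 replicates of Bregs-CpG and 2 replicates of Bregs-TLR. Bregs-CpG were splenic B cells kept with CpG (10 μg/mL) for 3 days. Bregs-TLR also received LPS (10 μg/mL), PMA (50 ng/mL), and ionomycin (1 μg/mL) for the last 5 hours. The doses are those of the paper's methods. The counts were neither divided by a size factor nor imputed, and the authors' step that combined the libraries evened out their sequencing depth. The matrix has 35989 columns, and barcodes were given for 19920 cells in 4 libraries, numbered 5 to 8 by the barcodes. The barcodes were assigned to the last 19920 columns, because mean expression along the columns shifted sharply at columns 16069 and 25835, where libraries 5 and 7 would then start. The 16069 columns before them were not used here. No label pairs a library number with a sample, so cells could not be assigned to Bregs-CpG or Bregs-TLR. The 4 libraries were therefore treated as 1 pooled sample, values are given per cluster of cells, and no test between conditions was made.

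Libraries 5, 6, 7, and 8 held 47123451, 54703979, 64431719, and 46295477 UMIs, respectively. The paper's limits of 1000 expressed genes and less than 10% mitochondrial reads, applied here to the counts without imputation, kept 18534 cells, between 4003 and 5621 per library, with a median of 9599 UMIs and 2406 genes per cell. Cells were clustered in Seurat with 20 principal components and the resolution of 0.3, on 1939 of the 2000 most variable genes. The genes left out were those of the gene lists compared here, while the genes the paper used to annotate clusters were kept. Clusters were named by letters. Cluster A was defined as the largest cluster with Il10 above and Ly6d below the level over all cells, and cluster B as the largest with Il10 below and Ly6d above it. Expression is given as UMIs of a gene per 1000000 UMIs of a cluster (CPM) with an exact Poisson 95% interval, and cluster sizes as shares of cells with an exact binomial (Clopper-Pearson) 95% interval. Differences are log2 ratios of CPM with an exact conditional 95% interval. These intervals cover counting error only. The spread between libraries is given as the range over libraries with at least 50 cells of a cluster, since no library could be named a replicate of another.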

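At a resolution of 0.3, the 18534 cells formed 7 clusters, named A to G, of 258 to 7064 cells. The number of clusters moved most at a resolution of 0.1, which gave 5. With 10 or with 30 principal components, or with a minimum of 500 genes per cell, 8 clusters formed. With more variable genes (2922 used), with all variable genes kept, or with Leiden in place of Louvain clustering, there were 7.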

A total of 8 clusters were analyzed for Breg subsets when the resolution was 0.3 (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.152213DS1). 

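The 3 clusters B, D, and E had high levels of Ly6d together with little Il10. Cluster B was the largest, with 7064 cells (38.1% of cells, 95% interval 37.4 to 38.8), Ly6d at 5097 CPM (5080 to 5114), and Ccl4 at 13.9 CPM (13.0 to 14.8). Between libraries, Ccl4 in cluster B ranged from 5.54 to 21.3 CPM. Cluster D held 884 cells (4.77%, 4.47 to 5.09) and had Mki67 at 349 CPM (340.1 to 358), against 3.25 CPM in cluster B. Its Ccl4 was 50.6 CPM and its Ly6d 5180 CPM. Cluster E held 812 cells (4.38%, 4.09 to 4.69) and had Ccl4 at 383 CPM (371 to 396), Ly6d at 6327 CPM, and Mki67 at 1.04 CPM. Il10 was 6.78 CPM in cluster B, 14.9 CPM in cluster D, and 43.5 CPM in cluster E, each under the 141 CPM of all cells. The share of cluster B was between 36.8% and 43.0% over the resolutions of 0.1 and 0.5.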

As shown in Figure 7A and Supplemental Figure 2A, Bregs-CpG mainly contained 3 clusters (showed by cell numbers and proportions): cluster 1 (7550/19,616, 38.49%), cluster 4 (913/19,616, 4.65%), and cluster 5 (912/19,616, 4.65%) corresponding to 1) *CCL4^–^LY6D^+^*, 4) *CCL4^+^LY6D^+^*, and 5) *MKI67^+^LY6D^+^*. 

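The 3 clusters A, C, and F had Il10 above and Ly6d below the level of all cells. Cluster A held 6789 cells, or 36.6% of the cells (95% interval 35.9 to 37.3). Its share moved most with 10 principal components, which split these cells and left 18.7% in the largest cluster. Cluster C held 2199 cells (11.9%, 11.4 to 12.3), and cluster F held 528 cells (2.85%, 2.61 to 3.10). The median number of UMIs per cell was 9412 in cluster A, 12574 in cluster C, and 16231 in cluster F.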

Bregs-TLR clustered into 4 major subsets: cluster 2 (6749/19,616, 34.41%), cluster 3 (2177/19,616, 11.10%), cluster 6 (851/19,616, 4.34%), and cluster 7 (298/19,616, 1.52%). These subsets were annotated as 2) *MCM3^–^IL-10^+^*, 3) *MCM3^+^IL-10^+^*, 6) *MS4A1^+^IL-10^+^*, and 7) *MKI67^+^MCM3^+^IL-10^+^* Bregs-TLR (Figure 7A). 

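Among the clusters with high Il10, cluster A had Il10 at 264 CPM (95% interval 259.8 to 268) and Mcm3 at 44.6 CPM (43.1 to 46.3). In cluster C, Il10 was 248 CPM (242 to 253) and Mcm3 was 317 CPM (310.4 to 323). Cluster F had Il10 at 208 CPM (199 to 218), Mcm3 at 235 CPM (225 to 245), and Mki67 at 327 CPM (315 to 339), whereas Mki67 was 0.856 CPM in cluster A and 9.01 CPM in cluster C. Each difference exceeded the range between libraries, which for Il10 was 259 to 267 CPM in cluster A and 199 to 220.1 CPM in cluster F. Ly6d was 362, 355, and 510 CPM in clusters A, C, and F. Ms4a1 was 31.5 CPM in cluster A, 30.5 CPM in cluster C, and 29.1 CPM in cluster F, against 1608 CPM in cluster B. No cluster of the filtered cells had both Il10 and Ms4a1 above their level over all cells (141 and 724 CPM). Cluster G had Ms4a1 at 750 CPM and Il10 at 129 CPM. Clusters A, C, and F thus had the phenotypes that the paper gives to its clusters 2, 3, and 7, and cluster B that of its cluster 1, as judged after the clusters were seen.

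**Figure D1:**
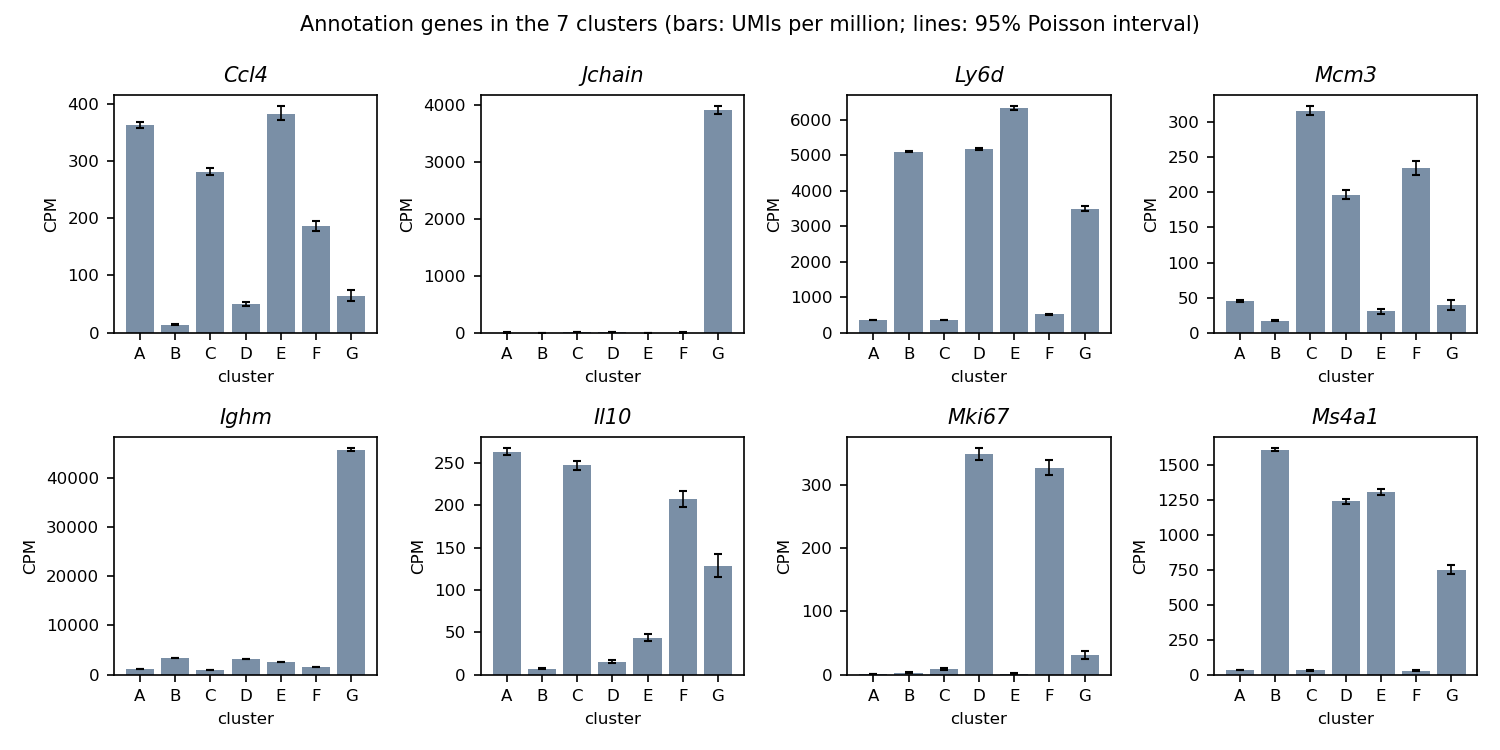
CPM (UMIs per 1000000 UMIs, linear axis) of the 8 genes used to annotate the clusters in each of the 7 clusters, with bars at the value over all cells of a cluster and lines for the exact Poisson 95% interval. Il10 is 264 CPM in cluster A and 6.78 CPM in cluster B, and Ly6d is 362 and 5097 CPM.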

Notably, a fraction of Bregs-CpG cells were also involved in cluster 6 (MS4A1^+^IL-10^+^ Bregs-TLR). Some Bregs-CpG and Bregs-TLR differentiated into *JCHAIN^hi^IGHM^hi^* plasma cells in cluster 8 (166/19,616, 0.85%). 

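Cluster G held 258 cells, 1.39% of the cells (95% interval 1.23 to 1.57). Jchain was 3913 CPM (3842 to 3986) in cluster G and at most 4.81 CPM in any other cluster, and Ighm was 45735 CPM (45490.3 to 45981), compared with 3427 CPM in cluster B. Over the 3 libraries with at least 50 cells of it, Jchain ranged from 2327 to 5392 CPM and Ighm from 33805 to 63608 CPM. Of 7 plasma cell markers (Jchain, Mzb1, Xbp1, Sdc1, Derl3, Tnfrsf17, and Txndc5), 5 reached at least 50 CPM and were highest in cluster G. Cells of cluster G came from each library, with 64, 100, 59, and 35 cells in libraries 5, 6, 7, and 8. With 10 principal components, 165 cells fell in the cluster with this phenotype.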

Relevant gene expression markers are shown in Supplemental Figure 2A.

To understand the functional features of these subpopulations, downstream pathway analysis identified more than 20 pathways positively enriched in Bregs-TLR (Figure 7, B and C, and Supplemental Figure 2B). 

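Gene sets were compared between clusters A and B with mouse Reactome sets, since the HALLMARK, C2, and C5 sets of the paper were not used here. Genes with at least 10 UMIs in both clusters together were included, which left 13344 genes. The median log2 ratio (cluster A over cluster B) of a set was placed among the medians of 10000 random lists of the same size matched on mean expression, and this percentile describes these cells only. For the unfolded protein response, 15 of 22 genes were matched by name and 14 were included, of which 6 were higher and 8 lower in cluster A. The interval of the ratio excluded 0 for 6 of the higher and 5 of the lower genes. The median log2 ratio was -0.04, at percentile 21.0 of the random lists. The percentile was 35.1 against random lists that were not matched on expression. For IFN-γ signaling, 17 of 66 genes were higher and 49 were lower in cluster A, with a median log2 ratio of -1.10, and none of the random lists had a lower median. For IFN-α/β signaling, 4 of 12 genes were higher and 8 were lower, with a median log2 ratio of -0.85 at percentile 0.13.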

Some enriched pathways, such as protein secretion, unfolded protein response, and TNF-α signaling via NF-κB, were specific to Bregs-TLR, whereas rejection-associated pathways, such as allograft rejection and IFN-γ and IFN-α responses, were Bregs-CpG specific. Additionally, more metabolism-relevant pathways were enriched in Bregs-TLR, suggesting a more highly activated state or metabolic demand in Bregs-TLR compared with Bregs-CpG (Figure 7C; Supplemental Figure 2, B and C; and Supplemental Figure 3, A and B).

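Glycolysis and mitochondrial respiration were examined in the same way between clusters A and B. Of 21 glycolysis genes, 16 were higher and 5 were lower in cluster A. For 15 of the higher and all 5 of the lower genes, the 95% interval of the ratio excluded 0. The median log2 ratio was 0.93, compared with 0.14 for matched random lists, at percentile 99.9. For the citric acid cycle and respiratory electron transport, 71 of 114 genes were higher and 43 were lower in cluster A. The median log2 ratio of this set was 0.20, compared with 0.26 for matched random lists, at percentile 31.9. Against random lists that were not matched on expression, it was at percentile 85.1.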

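In the Reactome set of TGF-β receptor complex signaling, 63 genes were included. Of these, 39 were higher in cluster A than in cluster B and 24 were lower. For 36 of the higher and 19 of the lower genes, the 95% interval of the ratio excluded 0. The median log2 ratio was 0.22, and that of random lists matched on expression was 0.21, which put the set at percentile 50.4. Without matching on expression, the set was at percentile 80.1.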

As anticipated, the TGF-β signaling pathway was enriched in the prominent Bregs-TLR cluster 2, supporting initial observations (Figures 1 and 5). Key genes in downstream TGF-β signaling, such as *FKBP1A* (FK506-binding protein 1A), *MAP3K7* (TGF-β–activated kinase 1), *JUNB*, *UBE2D3* (ubiquitin-conjugating enzyme E2 D3), and other TGF-β–relevant genes, were significantly upregulated in Bregs-TLR (Figure 7D and Supplemental Figure 4). 

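The 4 genes were measured in clusters A and B. Fkbp1a (ENSMUSG00000032966), on chromosome 2 of GRCm38 from 151542483 to 151561692, was 266 CPM (95% interval 262 to 269.6) in cluster A and 81.5 CPM (79.3 to 83.6) in cluster B, a log2 ratio of 1.71 (1.66 to 1.75). Between libraries, it ranged from 256 to 273 CPM in cluster A and from 81.4 to 81.6 CPM in cluster B. Map3k7 (ENSMUSG00000028284), on chromosome 4 from 31964097 to 32023467, was 14.2 CPM in cluster A and 11.1 CPM in cluster B, a log2 ratio of 0.35 (0.21 to 0.49), with library ranges of 13.9 to 14.4 and 10.8 to 11.6 CPM. Junb (ENSMUSG00000052837), on chromosome 8 from 84974484 to 84978718, was 351 CPM and 69.1 CPM, a log2 ratio of 2.34 (2.30 to 2.39). Ube2d3 (ENSMUSG00000078578), on chromosome 3 from 135438149 to 135468198, was 375 CPM and 250.3 CPM, a log2 ratio of 0.58 (0.56 to 0.61). The positions are from the GENCODE vM21 annotation. The median log2 ratio over all 13344 genes was 0.09. The ratio of Fkbp1a moved most with 10 principal components, to 1.52, and that of Map3k7 with a denominator free of mitochondrial, ribosomal protein, and immunoglobulin genes, to 0.17. Each of the 4 genes was also higher in clusters C and F than in clusters B, D, E, and G. Of the cells in cluster A, 99.9% came from libraries with fewer than 50 cells of cluster B. A comparison of clusters A and B therefore cannot tell differences between clusters from differences between libraries. Cluster G mixes cells of all 4 libraries, but these 4 genes were not compared by library within it.

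**Figure D2:**
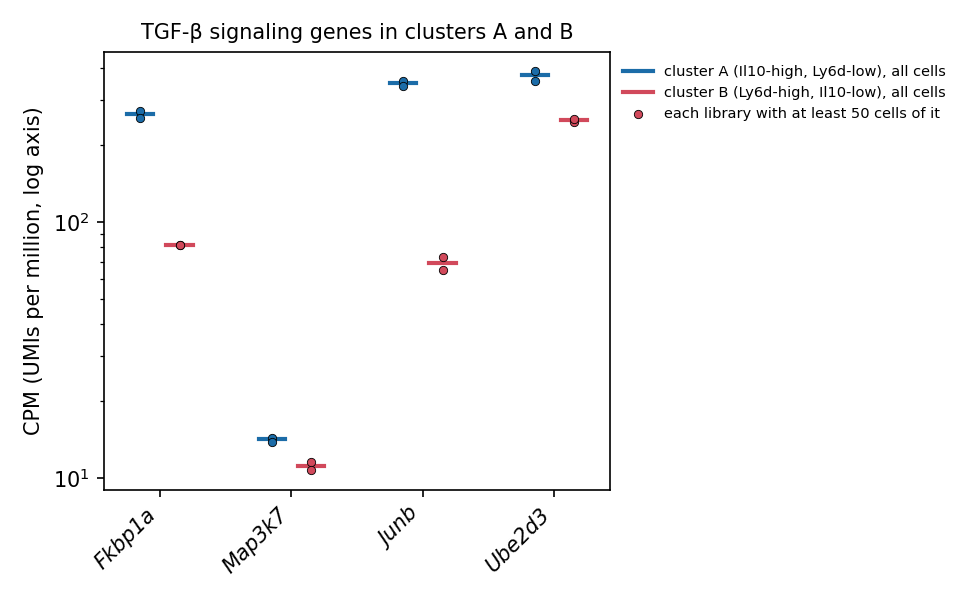
CPM (UMIs per 1000000 UMIs, log axis) of TGF-β–related genes in clusters A and B, with lines at the value over all cells of the cluster and points for each library with at least 50 cells of it. Junb is 351 CPM in cluster A and 69.1 CPM in cluster B.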

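Il2ra, which encodes the IL-2 receptor α chain CD25, was measured in each cluster as a gene of IL-2/STAT5 signaling (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193). Il2ra was 117 CPM in cluster A (95% interval 115 to 120.0), 119 CPM in cluster C, and 98.8 CPM in cluster F. It was 10.3 CPM in cluster B (9.59 to 11.1), 6.66 CPM in cluster D, and 7.89 CPM in cluster E. In cluster G, which has high Jchain and mixes cells of all 4 libraries, it was 47.5 CPM over all its cells. Whether this value depends on that mix was not tested. The log2 ratio of cluster A over cluster B was 3.51 (3.39 to 3.62), and libraries ranged from 113 to 121 CPM in cluster A and from 9.57 to 11.1 CPM in cluster B.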

Expression of genes involved in IL-2/STAT5 signaling was likewise increased in Bregs-TLR subsets: clusters 2, 3, and 7, and plasma cells (cluster 8). In contrast, both IFN-γ response and IFN-γ–relevant key genes such as *IRF9* and *SAMHD1* and allograft rejection-relevant genes such as *CD2* and *FCGR2B* were positively enriched in Bregs-CpG compared with Bregs-TLR (Supplemental Figure 2, B and C). 

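All 4 genes were lower in cluster A than in cluster B and lower in clusters A, C, and F than in each of the other clusters. Irf9 was 24.7 CPM in cluster A and 56.4 CPM in cluster B, a log2 ratio of -1.19 (95% interval -1.28 to -1.11). Samhd1 was 22.2 CPM and 166 CPM, a log2 ratio of -2.90 (-2.97 to -2.82). Cd2 had the largest difference, with 4.56 CPM and 161 CPM and a log2 ratio of -5.15 (-5.31 to -4.98). Fcgr2b was 46.9 CPM and 171 CPM, a log2 ratio of -1.86 (-1.92 to -1.81). The library ranges of the 2 clusters did not overlap for any of these genes, as for Irf9 with 22.5 to 26.3 CPM in cluster A and 55.7 to 57.1 CPM in cluster B.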

More importantly, both MHC class I and II–relevant pathways and MHC-relevant genes such as *H2-Oa*, *H2-Ob*, *H2-Ab1*, *H2-Aa*, *PIRB*, *CTSH*, and *MR1* were negatively enriched in Bregs-TLR subsets 2 and 3 (Supplemental Figure 5, A and B). Additionally, while BCR signaling and BCR-relevant genes such as *CD19*, *CD79a*, and *CD79b* were positively enriched in Bregs-CpG subsets 1, 4, and 5 (Figure 7E), T cell activation genes such as *LY6A*, *LY6D*, *LY6E*, *KLF2*, and *LTB* were upregulated in Bregs-TLR (Figure 7F). Collectively, gene signatures would characterize Breg-TLR cells as highly metabolically active cells that have upregulated gene pathways involved in immune regulation (TGF-β, IL-2/STAT5, and IL-10) while downregulating pathways are associated with effector function (MHC, IFN-γ, and BCR signaling). These studies have further substantiated an important role for TGF-β–mediated signaling in Bregs-TLR functions. 

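Each of the 7 MHC-relevant genes was lower in cluster A than in cluster B, and the list's median log2 ratio of -2.10 was at percentile 0.04 of matched random lists. The paper reports these genes as lower in Bregs-TLR from the same data, so the low percentile is not independent support. H2-Oa was 6.61 CPM (95% interval 6.01 to 7.25) in cluster A and 83.5 CPM (81.4 to 85.7) in cluster B, a log2 ratio of -3.66 (-3.80 to -3.52). H2-Ob was 38.9 CPM and 121 CPM, a log2 ratio of -1.63. H2-Ab1 was 304 CPM and 1302 CPM, and H2-Aa was 476 CPM and 1455 CPM (log2 ratio -1.61, -1.63 to -1.59). These 4 genes lie on chromosome 17 of GRCm38 between 34092340 and 34287823. Pirb was 1.37 CPM and 20.0 CPM (log2 ratio -3.87), Ctsh was 41.3 CPM and 301 CPM (log2 ratio -2.87), and Mr1 was 0.885 CPM and 3.00 CPM (log2 ratio -1.76, -2.20 to -1.34). None of the 7 genes was higher in cluster A under any of the alternatives tried. In clusters A, C, and F, 5 of the 7 genes were lower than in every other cluster.

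**Figure D3:**
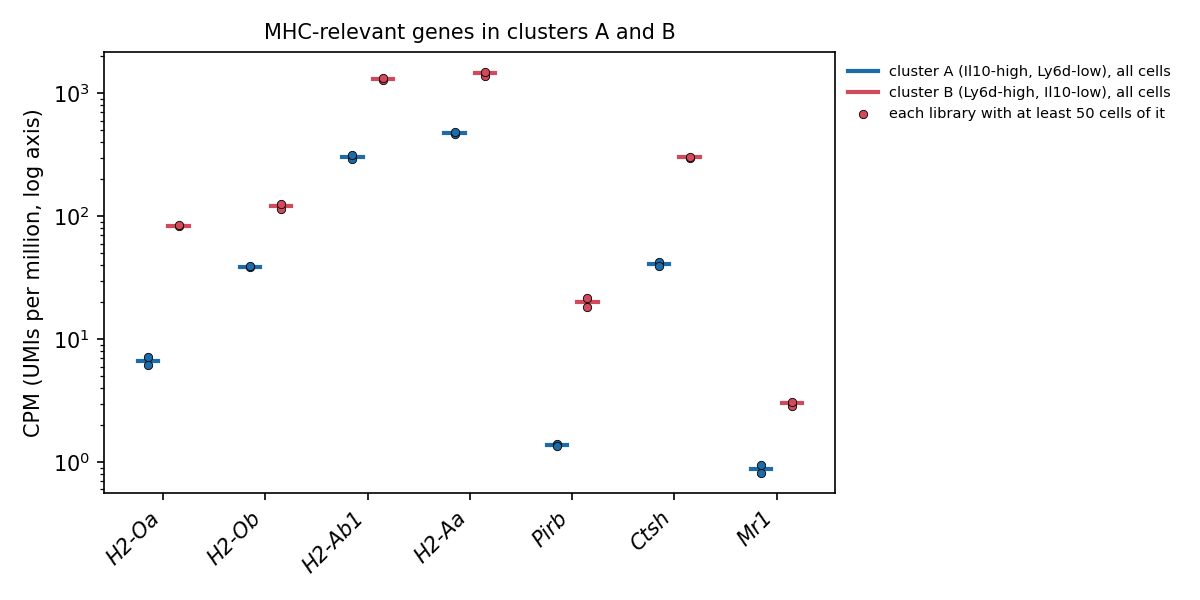
CPM (UMIs per 1000000 UMIs, log axis) of MHC-relevant genes in clusters A and B, with lines at the value over all cells of the cluster and points for each library with at least 50 cells of it. The library points of cluster A lie below those of cluster B for each gene, as for H2-Aa with 476 and 1455 CPM over all cells.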

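Cd79a was 992 CPM in cluster A and 3417 CPM in cluster B (log2 ratio -1.79, 95% interval -1.80 to -1.77), and Cd79b was 326 CPM and 2454 CPM (log2 ratio -2.91, -2.93 to -2.89). Of the 45 genes that Figure 7E shows, 41 were lower in cluster A than in cluster B and 4 were higher, with a median log2 ratio of -0.89. For 39 of the lower and 3 of the higher genes, the interval excluded 0 and the values of the libraries did not overlap. The number of higher genes moved between 2, with a denominator free of mitochondrial, ribosomal protein, and immunoglobulin genes, and 6, with 10 principal components. In the broader Reactome set of signaling by the B cell receptor, 89 of 142 genes were higher in cluster A and 53 were lower, with a median log2 ratio of 0.35 at percentile 91.6 of matched random lists.

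Ly6d was one of the genes that defined clusters A and B and was therefore left out of the comparison. The 4 other T cell activation genes were lower in cluster A than in cluster B under each alternative tried. Ly6a was 83.3 CPM in cluster A and 647 CPM in cluster B (log2 ratio -2.96, -3.00 to -2.92). Ly6e was 141 CPM and 1231 CPM (log2 ratio -3.13, -3.16 to -3.09), and Ltb was 9.83 CPM and 517 CPM (log2 ratio -5.72, -5.83 to -5.61). Klf2 was likewise lower in clusters A, C, and F than in each of the other clusters.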

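Over all named genes other than Ly6d with at least 10 UMIs in clusters A and B, 122 genes were compared. For all but 11 of them, the interval of the log2 ratio excluded 0 and the values of the libraries did not overlap between the clusters. The intervals hold counting error only, so at this depth small differences, such as 0.08 for Tapbp, also pass this limit. From the pathways and genes that it reports as higher in Bregs-TLR for TGF-β, IL-2/STAT5, and metabolism, and as lower for MHC, IFN-γ, and BCR signaling, the paper proposes that these gene signatures would mark Bregs-TLR as metabolically active, with gene pathways of immune regulation (TGF-β, IL-2/STAT5, and IL-10) raised and pathways linked to effector function lowered.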

On the opposite side of the spectrum, it appears that Bregs-CpG exhibit the phenotypes of activated effector B cells.

## Discussion

Here we report a simple method to generate Bregs by activation through the TLR9 and TLR4 receptors and stimulation with PMA and ionomycin. The requirement of each element of the stimulatory cocktail (LPI), added during the last 5 hours of culture, was tested in additional experiments. These showed that the development in vitro of suppressive Bregs-TLR cells requires PMA and ionomycin independently of LPS (not shown). The benefit of PMA/ionomycin stimulation in this Breg protocol would correlate with studies showing that B cells from tolerant patients manifested regulatory properties when stimulated with PMA/ionomycin (10). B cells activated in this manner manifest phenotypic changes while exhibiting potent suppression of alloimmunity in vitro and in vivo (Figures 2 and 3). In vitro, Bregs-TLR were more effective than B cells activated by TLR9 alone (Bregs-CpG) at TGF-β–dependent suppression of CD4^+^ and CD8^+^ T cell proliferation (Figure 2). In vivo Bregs-TLR inhibited the proliferation of donor-reactive CD4^+^ T cells in draining lymph nodes, promoted the generation of Tregs, and significantly extended islet and skin graft survival compared with Bregs-CpG or naive B cells (Figures 2–5). Breg-TLR populations with transgene-encoded specificity for a defined donor antigen demonstrated more potent suppression of donor-reactive T cells and increased duration of allograft survival as compared with polyclonal Bregs-TLR (Figure 3). These data highlight the importance of Breg preactivation prior to suppression and suggest that stimulation of donor-reactive Bregs-TLR via BCR provides optimal conditions for suppressive function. scRNA-Seq analysis both supports the relevance of TGF-β in securing graft survival and provides new insights into other key molecular pathways distinguishing potently suppressive Bregs-TLR from weakly suppressive Bregs-CpG. The ease with which Bregs-TLR can be generated in vitro, with predefined BCR specificity, advocates for the relevant translational potential of this approach.

It is noteworthy that although Bregs-TLR alone without other modifications conferred long-term graft survival in most recipients, delayed rejection did occur in a subset of animals (Figure 3). Reproducibility of i.v. injections of large numbers of Bregs together with poor suppression of CD8^+^ T cell proliferation by Bregs-TLR (Figure 2; 27% vs. 88% of suppression for CD8 vs. CD4) may in part explain incomplete graft protection. The main causes of graft rejection by some recipient mice remains under investigation. The inefficient suppression of graft-specific CD8^+^ T cell proliferation was likewise observed in vivo (Figure 4), a feature that may be due to a prompt in situ activation of OTI cells (high-affinity TCR for cognate OVA peptide) that cannot be tamed by Bregs arriving afterward on the graft site. By analogy to Tregs that have been shown to modulate OTI CD8^+^ effector differentiation in vivo by controlling IL-2 homeostasis (30), one could speculate that Bregs would not suppress CD8^+^ T cell proliferation but rather prevent their expansion by controlling cytokine homeostasis.

Based on our data and in accordance with the literature (24, 31), we surmise that the regulatory property of Bregs-TLR emerges from (i) donor antigen capture via the BCR, (ii) presentation of processed antigens to other regulatory cell types such as NK cells and Tregs, and (iii) secretion of immunomodulatory factors. Such hypotheses are founded on a number of observations: i) Bregs-TLR upregulate cell surface expression of MHC class II expression and other key costimulatory molecules such as CD80 and CD86 (Figure 1); ii) Bregs-TLR cells secrete several immunomodulatory cytokines including IL-10 and TGF-β and promote Treg generation (Figure 1); iii) Bregs-TLR with donor-specific BCR are more suppressive than those derived from B cells with a diverse BCR repertoire (Figure 3); and iv) Bregs-TLR are short-lived and scarce in secondary lymphoid organs, a finding also seen in other reports that further indicate that functional Bregs are dispensable during the maintenance phase of tolerance (17, 23, 24). The possibility that Bregs-TLR would act as antigen-presenting cells to other regulatory cells, including Tregs, is supported by several lines of evidence. Breg-TLR administration was less effective at controlling graft rejection in B cell replete hosts (data not shown), suggesting the involvement of native B cells in graft antigen presentation — implicating MHC molecules — in a tolerogenic manner. However, scRNA-Seq analysis indicated a relative downregulation of MHC class I and class II and BCR expression in Bregs-TLR (Figure 7 and Supplemental Figure 4), discordant with the flow analysis documenting upregulation of these molecules on Bregs-TLR cell surface (Figure 1). Such differences can be attributed to dynamic changes in the activation process of Bregs-TLR, wherein an initial activation and upregulation of MHC and key costimulatory molecules might be followed by downregulation of their transcriptional activity.

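For MHC class I, 7 genes were compared between clusters A and B, and their median log2 ratio was at percentile 4.83 of matched random lists. H2-D1 was 230.5 CPM in cluster A and 512 CPM in cluster B, a log2 ratio of -1.15 (95% interval -1.18 to -1.12). B2m was 261 CPM and 634 CPM (log2 ratio -1.28, -1.31 to -1.26), H2-K1 was 380.3 CPM and 542 CPM (log2 ratio -0.51, -0.53 to -0.49), and Tap1 was 27.4 CPM and 65.1 CPM (log2 ratio -1.25, -1.33 to -1.17). H2-K1 and H2-D1 resemble each other in sequence, so their counts are uncertain where reads match both. For Nlrc5 no difference was detectable at this depth (log2 ratio -0.22, -0.50 to 0.06), and Tap2 differed by less than the spread between libraries (log2 ratio -0.08). Tapbp was higher in cluster A by a log2 ratio of 0.08, and lower by TMM scaling, at -0.01. Without library 8, 2 of the 7 genes were higher in cluster A. In cluster G, H2-K1 was 1129 CPM, more than in any other cluster.

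For MHC class II, each of 10 genes was lower in cluster A, with a median log2 ratio of -2.22, and none of the matched random lists had a lower median. Ciita, the transactivator of class II genes, was 2.74 CPM and 85.4 CPM (log2 ratio -4.96, -5.18 to -4.75). The smallest difference was in Cd74, with 6056 CPM and 7736 CPM (log2 ratio -0.35, -0.36 to -0.35). In the Reactome set for class I MHC antigen processing and presentation, 56 of 91 genes were higher in cluster A (median log2 ratio 0.48, percentile 96.6 of matched random lists). In the set for MHC class II antigen presentation, 32 of 74 genes were higher and 42 were lower (median log2 ratio -0.19, percentile 0.35).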

When tested both in vitro (Figure 4) and in vivo (Figure 5), Bregs-TLR expressing a donor-specific BCR are always more efficient than polyclonal Bregs at suppressing anti-graft CD4^+^ responses and promoting extended graft survival. Pilot experiments were done to test the hypothesis that Breg activation, through the BCR, is required for optimal suppression. Unfortunately, we had access to a small number of RAG-KO mice that were reconstituted with 5 × 10^6^ OBI Bregs, OTII T cells, transplanted or not, with OVA skin grafts. Preliminary results showed no survival of OBI Bregs in nongrafted recipients even 14 days after injection, a time at which healthy OVA grafts persist on control transplanted mice. This finding would support the view that Breg homeostasis is dependent on BCR sensing of cognate antigen in this OVA model.

scRNA-Seq analyses revealed that the dominant Bregs-TLR cluster 2 had a significant increase in expression of genes involved in the TGF-β pathway (Figure 7, and Supplemental Figure 4). Given that Treg-induction is TGF-β dependent, these data suggest that cluster 2 Bregs-TLR could also mediate suppression through TGF-β. 

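In scRNA-Seq, 11 genes that act in or around TGF-β signaling were measured in each cluster: Vps51, Vps52, Vps54, Tab1, Tab2, Tab3, Fos, Smad3, Smad4, Itga4, and Itgb2. In cluster A, 8 of the 11 were higher than in cluster B and 3 were lower, with a median log2 ratio of 0.32 at percentile 77.3 of matched random lists. Tab1 was 5.62 CPM in cluster A and 3.19 CPM in cluster B (log2 ratio 0.82, 95% interval 0.57 to 1.06). Fos had few UMIs, with 1.84 and 0.996 CPM (log2 ratio 0.89, 0.45 to 1.34), and its ratio ranged from 0.45 without library 6 to 1.40 without library 5. Tab3 and Itgb2 had log2 ratios of 0.66 and 0.70, Smad3 and Smad4 of 0.41 and 0.32, and Vps52 of 0.25. For Tab2, no difference was detectable at this depth (0.07, -0.01 to 0.14). Itga4 was 4.66 CPM in cluster A and 49.6 CPM in cluster B (log2 ratio -3.41, -3.58 to -3.25), Vps51 was 5.02 and 9.29 CPM (-0.89, -1.08 to -0.70), and Vps54 was 12.7 and 17.0 CPM (-0.42, -0.55 to -0.30). In cluster C, the interval of the ratio to cluster B lay above 0 for 5 of the 11 genes and below 0 for 3. In cluster F, it lay above 0 for 6 and below 0 for 2.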

The potential involvement of TGF in Bregs-TLR suppression is comported by an increase in expression of activators of TGF-β in other Breg-TLR clusters, namely, GARP complex subsets (*VPS51*, *VPS52*, and *VPS54*), TGF-β–activated kinase 1 binding proteins (*TAB1*, *TAB2*, and *TAB3*), SMAD-related proteins (*FOS*, *SMAD3*, and *SMAD4*), and integrin subunits (*ITGA4* and *ITGB2*). Of note, the TGF-β pathway is also activated to a lesser extent in Bregs-CpG cells, a likely consequence of activation by CpG (32). Thus, one may consider that other pathways are required to cooperate and/or synergize with TGF-β signaling to achieve optimal Bregs-TLR suppressive functions. We also observed a robust association between the IL-2/STAT5 signaling pathway and functional Breg-TLR cells (Figure 7C, and Supplemental Figure 3B). While IL-2/STAT5 signaling has been shown to be essential for early induction of Foxp3 expression in Tregs (33) as well as for Treg suppressive functions (34, 35), the potential role and function of this pathway in Bregs remains unknown. Further still, the IFN-γ pathway controls, in large part, the activation of MHC class II gene expression on antigen-presenting cells, leading to increased antigen presentation and induction of Th1 tissue-destructive immune responses toward allogeneic transplants (35). In contrast, tolerogenic conditions imposed on B cells, such as treatment with anti-TIM1 mAbs, lessens the production of IFN-γ (11). Our scRNA-Seq data demonstrated a relative enrichment of IFN-γ response in Bregs-CpG compared with Bregs-TLR, further insinuating how Bregs-TLR might prevent allograft rejection by reduction of IFN-γ responses. Collectively, these analyses identify Bregs-TLR cluster 2 as the primary suppressive population, acting through TGF-β and IL-2/STAT5 signaling.

Suppressive Bregs-TLR cells are in fact nonsuppressive Bregs-CpG cells (Figure 2B and Figure 3) that have been further stimulated with the LPI cocktail during the final 5 hours of culture. This short time lapse would not allow detection of transcription factor signatures specific of each subset. Transcriptional factors such as Hivep3, Prdm1, Bcl6, Klf2, Zfp318, or Zfp821 have been reported as critical in B cell differentiation (36). More specifically, B cell–targeted KIF2 deficiency has been associated with dysfunctional mature B cells (36, 37), and selective downregulation of expression in Bregs-TLR (data not shown) places it as a potential Breg lineage determining factor.

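In the scRNA-Seq data, Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) was 6.83 CPM (95% interval 6.22 to 7.48) in cluster A and 508 CPM (502 to 513) in cluster B, a log2 ratio of -6.22 (-6.35 to -6.08). Between libraries, Klf2 ranged from 6.78 to 6.88 CPM in cluster A and from 487 to 526 CPM in cluster B. Of the 6 transcription factors named, 5 were lower in cluster A. Prdm1 was 0.974 CPM and 11.2 CPM (log2 ratio -3.52, -3.90 to -3.16), and Hivep3 was 10.1 CPM and 32.4 CPM (log2 ratio -1.68, -1.81 to -1.56). Zfp318 and Zfp821 had log2 ratios of -0.54 (-0.61 to -0.47) and -0.50 (-0.67 to -0.33). Bcl6 was higher in cluster A, with 27.1 CPM and 17.4 CPM (log2 ratio 0.64, 0.54 to 0.75). The list's median log2 ratio of -1.11 was at percentile 0.72 of matched random lists.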

A previous study showed that stimulation of naive B cells with high concentrations of CpG induced B cells to differentiate into plasma cells (20). In our current work, we applied doses of CpG approximately 100 times less (1.6 nM vs. 200 nM) to stimulate B cells, and consequently, did not observe the development of CD138^+^ plasma cells (data not shown). Besides Ab production, another property of B cells is to be professional antigen-presenting cells. Following engagement to specific BCR receptors, captured antigens are processed, presented on MHC molecules to T cells, and initiated either tissue-damaging Th1 cells or immunomodulatory T cell responses, according to cues/cytokines from the surrounding milieu (34). In vivo B cell depletion results in a profound decrease in IL-10–producing CD1d^hi^CD5^+^ B10 Bregs (38), increases IFN-γ expression, and renders anti-TIM1 treatment ineffective (11). Thus, it is plausible that some B cell subsets contribute to the induction and/or maintenance of the tolerogenic milieu. Like Tregs, Bregs acquire their suppressive properties from activation via antigen-specific receptors (11, 38), implying that BCR-dependent antigen processing could also be involved in Breg suppression. It is likewise possible that Breg-TLR cells downregulate antigen presentation to effector T cells and/or promote the activation of Tregs in a favorable tolerogenic milieu.

B cell activation can be achieved via BCR, CD40, or TLR (32, 39). Although our work has focused on the Bregs activated by TLR signaling, using a cell line expressing CD40L (39) and a series of cytokines and anti-TIM1, we have also generated B cells with regulatory activity (Bregs-CD40) that also promote graft survival. Interestingly, survival induced by Bregs-CD40 is IL-10 dependent but not dependent on TGF-β. Additional studies examining the regulatory potential of B cells activated via the BCR will help ascertain whether B cell activation by each of these 3 pathways converges on a common outcome of endowing B cell with regulatory properties.

Collectively, our data demonstrate that allograft survival–promoting Bregs can be generated using a protocol that has potential for translation to clinical settings based on its ability to produce large numbers of well-characterized and highly immunosuppressive Bregs. In addition, the increased potency of Bregs carrying a transgenic BCR, as seen in the anti-OVA model, suggests that Breg regulatory functions could be heightened following BCR modifications with chimeric variable fragment receptors for dominant allogeneic determinants, in a manner paralleling that of the CAR technology. Future work to further delineate the mechanisms of action of Bregs induced by dual TLR signaling as well as studies in large animal transplant models can further define the potential of Bregs for clinical translation.

## Methods

### Mice.

WT B6 (C57BL/6, H-2b, and CD45.2), BALB/c (H-2d), B cell–deficient B6 (μMT^–/–^ and H-2b), OVA-transgenic B6 mice (OVA and CD45.2), SCID, OTI (CD45.2), OTII (CD45.2), Pepboy (B6 and CD45.1), and IL-10^–/–^ were purchased from The Jackson Laboratory. CD19cre and TGF-β1flox mice were purchased from The Jackson Laboratory and bred to a genotype of CD19^cre/WT^ TGFβ^fl/fl^, which lacks TGF-β specifically in B cells. OBI mice (B6 background) were provided by Hidde Ploegh at the Whitehead Institute for Biomedical Research, Cambridge, Massachusetts, USA. All mice were housed under specific pathogen–free conditions in the animal facility of Massachusetts General Hospital and used at 6–12 weeks of age.

### In vitro B cell activation.

Spleens were processed to produce single-cell suspensions by manual disaggregation, erythrocyte lysis using an ammonium-chloride-potassium lysing buffer (Gibco), and passage through a 70 μm nylon mesh (Corning). B cells were purified from these single-cell suspensions using the negative isolation EasySep Mouse B Cell Isolation Kit (catalog 19854, STEMCELL Technologies). The purity of B cells following isolation was confirmed via flow cytometry and greater than 97%. Bregs-CpG were produced by culturing purified B cells in complete medium (RPMI 1640 containing 10% fetal bovine serum, 50 μM 2-mercaptoethanol, 1 mM sodium pyruvate, 1× nonessential amino acids, 100 IU/mL penicillin, and 100 μg/mL streptomycin) with CpG B ODN 1668 (10 μg/mL, Class B, murine TLR 9–specific, InvivoGen) for 3 days. Bregs-TLR were generated on Bregs-CpG by adding LPS (10 μg/mL), PMA (50 ng/mL), and ionomycin (1 μg/mL) on the final day for 5 hours before collection. LPS-B cells were cultured with LPS (10 μg/mL) alone for 3 days. All culture additives were purchased from MilliporeSigma unless noted otherwise.

### Cell staining and flow cytometric analysis.

The following anti-mouse Abs were used: CD19 Pacific Blue (clone 6D5, BioLegend), LAP BV421 (clone TW7-16B4, BioLegend), TIM1 PE (clone RMT1-4, BioLegend), CD1d FITC (clone 1B1, BioLegend), CD5 PE-Cy7 (clone 53-7.3, BioLegend), CD25 PerCP-Cy5.5 (clone PC61, BioLegend), CD9 AF647 (clone MZ 3, BioLegend), PD-L1 PE-Cy7 (clone 10F.92G, BioLegend), IgM PE (clone R6-60.2 BD Biosciences), IgD APC (clone 11-26c.2a, BioLegend), IgG FITC (clone 11-4011-85, eBioscience), CD21/35 FITC (clone eBio4E3, eBioscience), CD23 PE-Cy7 (clone B3B4, BioLegend), CD80 PE (clone 16-10A1, BioLegend), CD86 FITC (clone GL-1, BioLegend), OvalbuminFlex488 (clone O34781, Invitrogen), CD4 PE-Cy7 (clone GK1.5, BioLegend), CD8 PE (clone 53-6.7, BioLegend), TCR Vα2 PerCP-Cy5.5 (clone B20.1, BioLegend), TCR Vβ5 PE (clone MR-9-4, BioLegend), and CD45.2 eFluor 450 (clone 104, eBioscience). Cultured B cells were first stained with Fixable Viability Dye eFluor 780 (catalog 65-0865-14, eBioscience) for 20 minutes at 4°C, washed, and then stained with surface markers at 4°C for 30 minutes. For intracellular staining, cells were fixed and permeabilized using a fixation/permeabilization kit (catalog 00-5523-00, eBioscience). Samples were then intracellularly stained with Abs against Foxp3 APC or PerCP-Cy5.5 (clone FJK16s, Invitrogen). For cytokine detection, cells were stimulated by adding LPS (10 μg/mL), PMA (20 ng/mL), ionomycin (1 μg/mL), and GolgiStop Protein Transport Inhibitor (catalog 51-2-92KZ, BD Biosciences) for 5 hours; fixed; and permeabilized. Samples were then intracellularly stained with IL-10 APC or FITC (clone JES5-16E3, BioLegend), IL-17a PerCP-Cy5.5 or PE (clone TC11-18H10.1, BioLegend), IL-4 PE (clone 11B11, BioLegend), or IFN-γ APC (clone XMG1.2, BioLegend). All samples were treated with 1 μL of Fc-block (CD16/CD32, clone 93, BioLegend) before staining. Samples were run on a BD FACSVerse flow cytometer (Becton Dickinson) and analyzed using FlowJo v10 analysis software (BD).

### In vitro suppression assay.

Responder T cells were purified from B6 spleens using an EasySep Mouse T Cell Isolation Kit (catalog 19851, STEMCELL Technologies) and labeled with CellTrace Violet Cell Proliferation Kit (catalog C34557, Invitrogen). A total of 1.5 × 10^5^ CTV-labeled T cells were cocultured with 3 × 10^5^ activated or unactivated syngeneic B cells and with CD3/CD28 Dynabeads (catalog 11456D, Gibco). On day 4, cells were analyzed by flow cytometry for proliferation. For the dose-dependent assay, B cells were added in varying amounts, such as 4.5 × 10^5^, 3 × 10^5^, 1.5 × 10^5^, and 0.75 × 10^5^.

### Islet transplantation and adoptive transfer experiments.

Diabetes in B6 μMT^−/−^ mice was induced by a single i.p. injection of 200 mg/kg streptozotocin (catalog S0130, MilliporeSigma). Diabetes was defined as blood glucose levels greater than 300 mg/dL for at least 2 consecutive days. Islets from BALB/c donors were isolated by the standard technique of collagenase digestion and Ficoll density gradient purification. Approximately 500 fresh islets were transplanted under the kidney capsule of diabetic mice. Euglycemia was defined as a nonfasting blood glucose level of less than 200 mg/dL. Graft rejection was diagnosed when mice developed hyperglycemia again, with blood glucose greater than 200 mg/dL for at least 2 consecutive readings. Allograft function was confirmed by nephrectomy of the kidney containing the transplanted islets on day 100 after transplantation. All recipients with long-term grafts became hyperglycemic within 48 hours of nephrectomy. For adoptive transfer studies, 5 × 10^6^ naive or activated B cells were administered i.v. into islet recipients 1 day before transplantation.

### Skin transplantation and adoptive transfer experiments.

Skin graft transplantation was conducted to follow the technique of Billingham and Medawar as previously described (40). The donor animal was euthanized and hair-clipped; the full-thickness skin graft was harvested and processed, then cut into 1.2 cm × 1.2 cm squares and kept in PBS on ice. After the donor skin preparation, the recipient was anesthetized and shaved, and a square of recipient skin was removed to match the donor graft. Donor skin was attached with collodion and secured with dressing and skin staples. After 10 days, the dressing was removed. Graft rejection was designated if the skin graft contracted to less than 10% of the original size. For adoptive transfer studies, 5 × 10^6^ naive or activated B cells were administered i.v. into skin recipients.

### In vivo suppression assay.

CD45.1 B6 mice received 3, 5, or 10 × 10^6^ Bregs-TLR from B6 or OBI, or 5 × 10^6^ naive B cells from OBI or B6 1 day before OVA skin transplantation. On day 7, 1 × 10^6^ CFSE-labeled OTII or CTV-labeled OTI T cells were i.v. injected. On day 10, the DLNs, N-DLNs, and spleens were harvested and processed as the single-cell suspensions to determine T cell proliferation by FACS.

### Immunotherapy and adoptive transfer for regulatory T cell induction.

For Breg-Treg Foxp3 induction, naive CD4^+^CD25^–^ OTII T cells were sorted by a FACSAria (BD Biosciences) Cell Sorter and adoptively transferred into naive SCID mice that received 1 × 10^6^ CD4^+^CD25^–^ OTII T cells and 5 × 10^6^ activated B cells from B6 or OBI by i.v. injection on day 0. At the same time, SCID mice were transplanted with OVA skin and received 200 μg anti–TGF-β Ab (clone 1D11.16.8, Bio X Cell), 250 μg anti–IL-10 Ab (clone JES5-2A5, Bio X Cell), or 200 μg mouse IgG1 isotype control (clone MOPC-21, Bio X Cell) on days 0, 2, 4, 6, and 8 after transplant. On day 14, the DLNs of the mice were harvested, processed, and stained for Foxp3 expression on CD4^+^CD25^+^ T cells.

### scRNA-Seq and data processing.

scRNA-Seq data were processed using the 10X Genomics platform at the Department of Molecular Biology at Massachusetts General Hospital. For each sample, an estimated 5000 cells were used for Gelbeads-in-Emulsion (GEM) generation and libraries were prepared using the recommended protocol (Chromium Single Cell 3’ v3). Fastq files were demultiplexed using Illumina bcl2fastq, followed by alignment, filtering, barcode counting, and unique molecular identifier counting using CellRanger version 3.1.0. As a reference, mouse mm10 (Ensembl 93) version 3.0.0 and CellRanger aggr were used to combine and normalize GEM wells. All data are available in the Gene Expression Omnibus (GEO number: GSE208527). To prevent sparse and noisy scRNA-Seq data from hindering downstream analysis, SAVER-X was used for gene expression denoising and imputation (41). After inputting the data in Seurat, high-quality cells with 1,000 expressed genes and less than 10% mitochondrial reads were selected (42). Standard procedures for dimensionality reduction were followed (principal component analysis, t-distributed stochastic neighbor embedding, and uniform manifold approximation and projection). A shared nearest neighbor modularity optimization-based clustering algorithm was performed with different “findCluster” resolutions (0.1, 0.3, and 0.5) to identify cell clusters. The MAST package was utilized to identify differentially expressed genes (DEGs) between clusters and annotate the subsets (43) and the markers for each cell subset. We created specific clusters based on DEGs. HALLMARK, C2, and C5 databases were used for downstream gene enrichment analysis (44). ComplexHeatmap package was used for the result display (45).

### Statistics.

Statistical analysis was performed using GraphPad Prism (version 9.0.2, GraphPad Software). Graft survival between experimental groups was compared using Kaplan-Meier survival curves and significance was assessed by a log-rank test. Differences between experimental groups were analyzed using a 2-tailed unpaired Student’s *t* test (for parametric data) or a Mann-Whitney/Kruskal-Wallis test (for nonparametric data). Other differences among more than 2 groups were analyzed using 1-way ANOVA (for parametric data) or Kruskal-Wallis test (for nonparametric data). A *P* value less than 0.05 was considered statistically significant: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Study approval.

All protocols were performed following the principles of laboratory animal care and approved by the Institutional Animal Care and Use Committee at Massachusetts General Hospital.

## Author contributions

KML, QF, GH, and LK designed and performed experiments, analyzed data, generated figures, and wrote the manuscript. KD and LW provided technical help and reagents. QF, DA, and PVG analyzed RNA-Seq data. JL, SK, NT, AN, and HY provided data analysis and critical reading of the manuscript. CL and CGR assisted with the editing and writing of the manuscript. JFM designed and supervised the study and wrote and edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
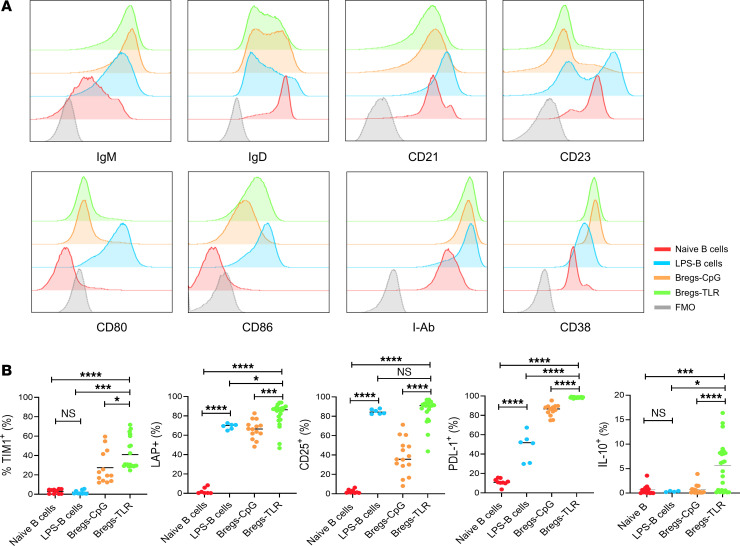
Phenotypic characterization of TLR-activated B cells. (**A**) Purified splenic naive B cells were stimulated with the TLR9 agonist CpG (ODN 1668) for 3 days (Bregs-CpG) and with LPS, PMA, and ionomycin added for the last 5 hours (Bregs-TLR). Cell subsets are naive B cells (red), LPS-B cells (blue), Bregs-CpG (orange), Bregs-TLR (green), and control fluorescence minus one (FMO) (gray). Cell subsets were analyzed for expression of IgM, IgD, CD21, CD23, CD38, CD80, CD86, and MHC class II (I-Ab). Data are representative of independent experiments performed at least 3 times. (**B**) Flow cytometry analysis of regulatory B cell–associated markers. Frequency (% of positive cells/CD19^+^ B cells) of TIM1^+^, LAP^+^, CD25^+^, PD-L1^+^, and IL-10^+^ B cells (≥ 5 independent experiments). Data are expressed as mean. *P* values (1-way ANOVA): *P < 0.05, ***P < 0.001, and ****P < 0.0001. TIM1, T cell immunoglobin domain and mucin domain protein 1; LAP, latency-associated peptide.

**Figure 2:**
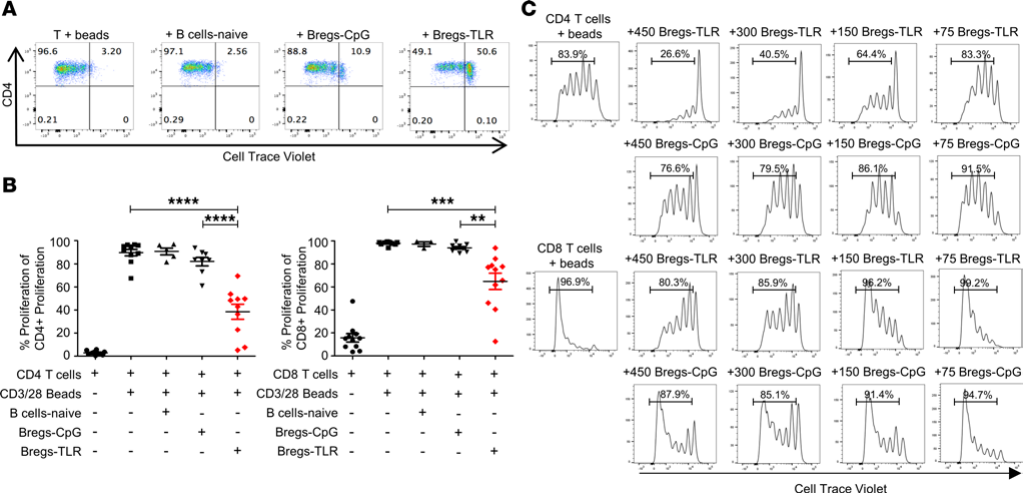
Bregs-TLR suppress in vitro T cell proliferation in a dose-dependent manner. (**A**) Representative flow cytometry plots of suppression assays: effector cells were purified splenic CD4^+^ T cells from B6 mice labeled with CellTrace Violet (CTV) and stimulated by anti-CD3/CD28 beads (beads); suppressor cells were naive B cells, Bregs-CpG, or Bregs-TLR. Suppression assays were run for 4 days. (**B**) Cumulative data of CD4^+^ and CD8^+^ T cell proliferation in 4-day suppression assays. *P* values (1-way ANOVA): **P < 0.01, ***P < 0.001, and ****P < 0.0001. (**C**) Proliferation histograms of CD3/CD8-activated and CTV-labeled CD4^+^ (top 2 rows) or CD8^+^ T cells (bottom 2 rows, 150,000 cells/assay), cocultured for 4 days with increasing numbers (75, 150, 300, and 450K) of Bregs-TLR or control Bregs-CpG.

**Figure 3:**
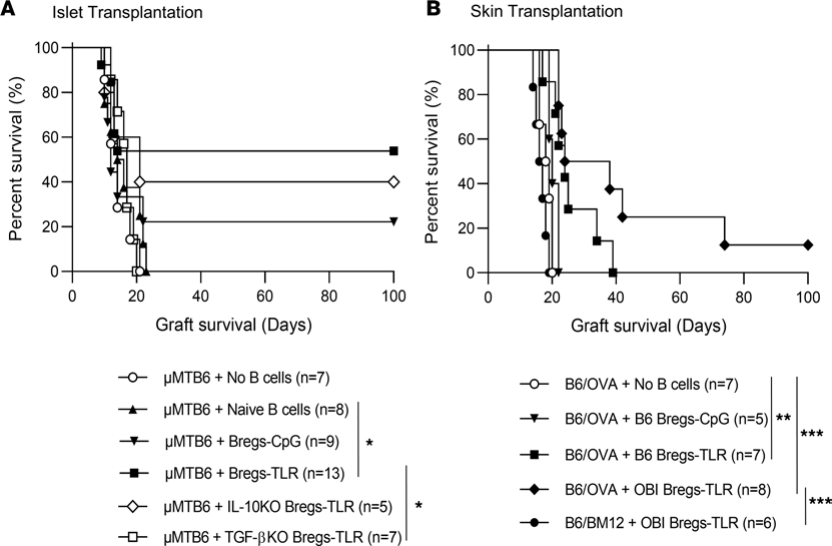
Bregs-TLR confer increased graft survival. (**A**) Survival of BALB/c (H-2^d^) islet allografts (Kaplan-Meier plot) in μMT B6 recipient mice (H-2^b^) induced by adoptive transfers of various B cell subsets. Purified CD19^+^ B cells tested were naive B cells, Bregs-CpG, and Bregs-TLR derived from WT B6, IL-10–deficient, or TGF-β–deficient (KO) mouse strains. (**B**) OVA^+^ skin graft survival following adoptive transfer of Bregs-CpG or Bregs-TLR. Specificity controls included Bregs-TLR derived from B6 or anti-OVA transgenic BCR OBI as well as graft control B6/BM12 that expresses a transplantation antigen unrelated to OVA. *P* values indicate log-rank test. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 4:**
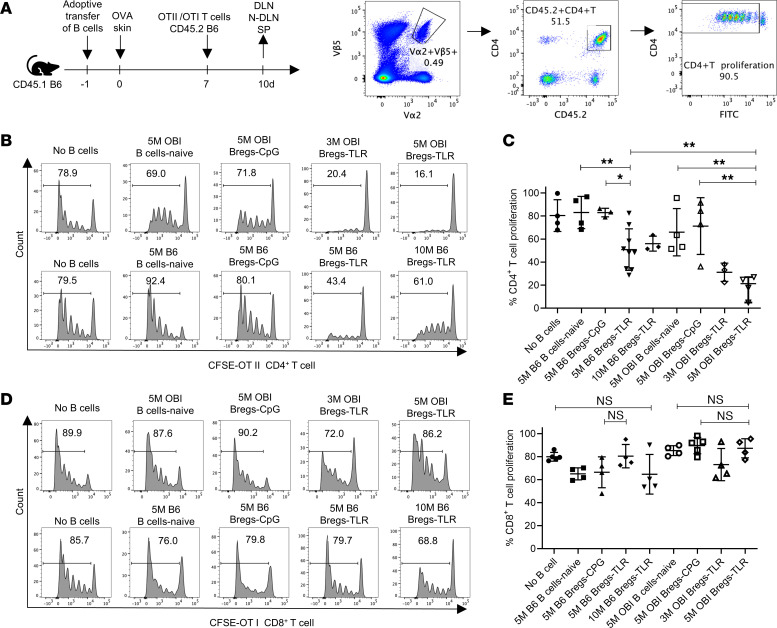
Role of Breg BCR specificity in suppression of T cell proliferation. (**A**) Experimental design: Graft recipients were CD45.1 B6 mice; cells transferred at day –1 were Bregs-TLR or naive B cells from OBI/B6 (CD45.2); and grafting of OVA^+^ skin was done at day 0. After 7 days, 3–10 × 10^6^ (3–10M) CFSE-labeled OTII or CTV-labeled OTI anti-OVA T cells were injected i.v. Analysis of T cell proliferation was done by day 10 on cells from DLNs (inguinal, axillary, and branchial lymph nodes ipsilateral to the skin graft), N-DLNs (contralateral), and spleen (SP). Gating strategy: inhibition of OVA-specific CD4^+^ T cells by Bregs-TLR was further evaluated by FACS gating on CD4^+^Va2^+^Vb5^+^CD45.2^+^ T cells. (**B** and **C**) Frequency of CD4^+^ T cell proliferation (% proliferating CD4^+^/total CD4^+^ T cells) in host DLNs harvested after injection of Bregs-TLR or Bregs-CpG derived from OBI (top row) or B6 mice (bottom row). (**D** and **E**) Same experimental design as in **B** and **C**, applied to OTI CD8^+^ T cells. Number of mice in each group was greater than or equal to 3. *P* values (1-way ANOVA): *P < 0.05 and **P < 0.01.

**Figure 5:**
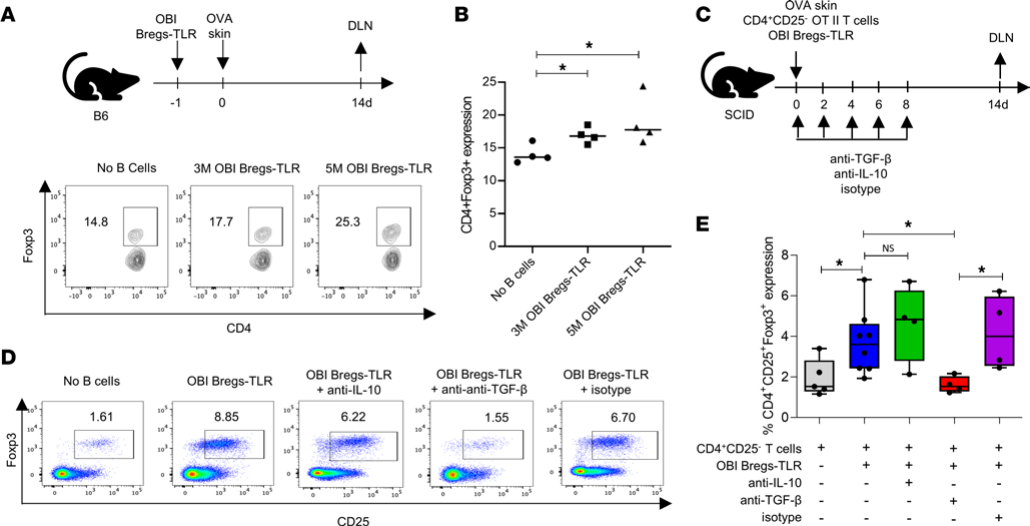
Bregs-TLR convert CD4^+^CD25^–^ T cells into CD4^+^CD25^+^Foxp3^+^ Tregs in a TGF-β–dependent manner. (**A**) Experimental plan and representative contour plot of DLN CD4^+^Foxp3^+^ Tregs (from CD45.1 hosts), 14 days after Breg infusion (3M or 5M) and OVA skin transplantation (*n* = 4). (**B**) Scatter dot plot analysis (mean ± SD) of Treg expansion. (**C**) T cell–deficient SCID mice transplanted with OVA skin received the same day 5M OB1 Bregs-TLR and 1M CD4^+^CD25^–^ OTII T cells. Ab treatments were done as indicated with anti–IL-10 (250 μg/injection) or anti–TGF-β (200 μg/injection). Treg analysis was performed 14 days after transplantation on groups of at least 4 mice. (**D**) Representative FACS dot plots showing the conversion of CD4^+^CD25^–^ OTII T cells into CD4^+^CD25^+^Foxp3^+^ Tregs. (**E**) Treg conversion in various groups: box-and-whisker plot analysis showing means (horizontal lines) and range of values (vertical bars). *P* value (1-way ANOVA): *P < 0.05.

**Figure 6:**
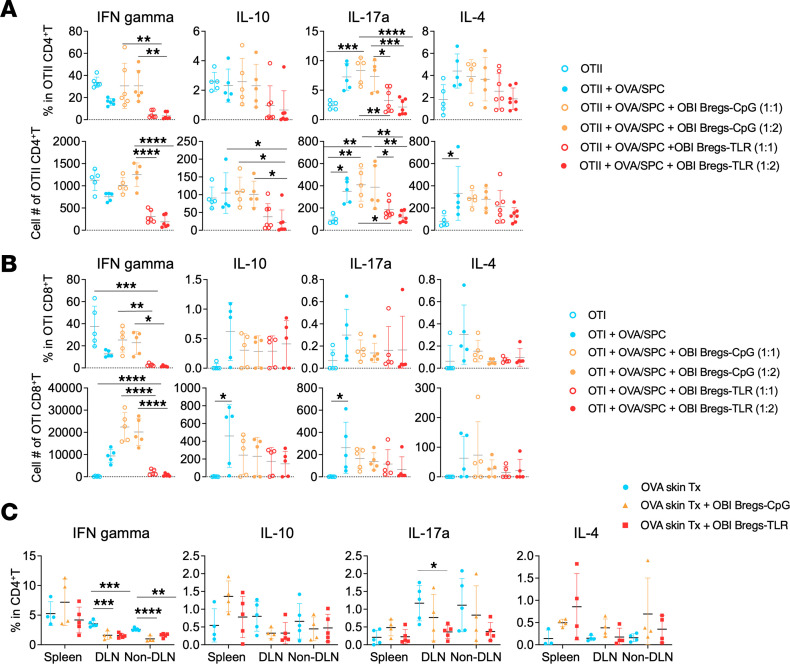
Impact of suppressive Bregs on cytokine-producing T cells. In vitro frequencies and numbers of cytokine-producing T cells in cocultures of OTII CD4^+^ (**A**) or OTI CD8^+^ T cells (**B**) stimulated by irradiated OVA splenocytes (OVA/SPC) and incubated for 3 days with OVA-specific OBI Bregs-TLR or control OBI Bregs-CpG cells (T cells: Bregs ratios of 1:1 and 1:2). (**C**) B cell–deficient μMT B6 mice were injected with purified 1 × 10^6^ OTII CD4^+^ T cells and 5 × 10^6^ Bregs-TLR or Bregs-CpG at day –1. Transplantation of OVA skin grafts was done at day 0, and the in vivo frequencies of OTII T cells producing cytokines were evaluated at day 14 (≥ 4 independent experiments). Data are expressed as mean ± SD. *P* value (1-way ANOVA): *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 7:**
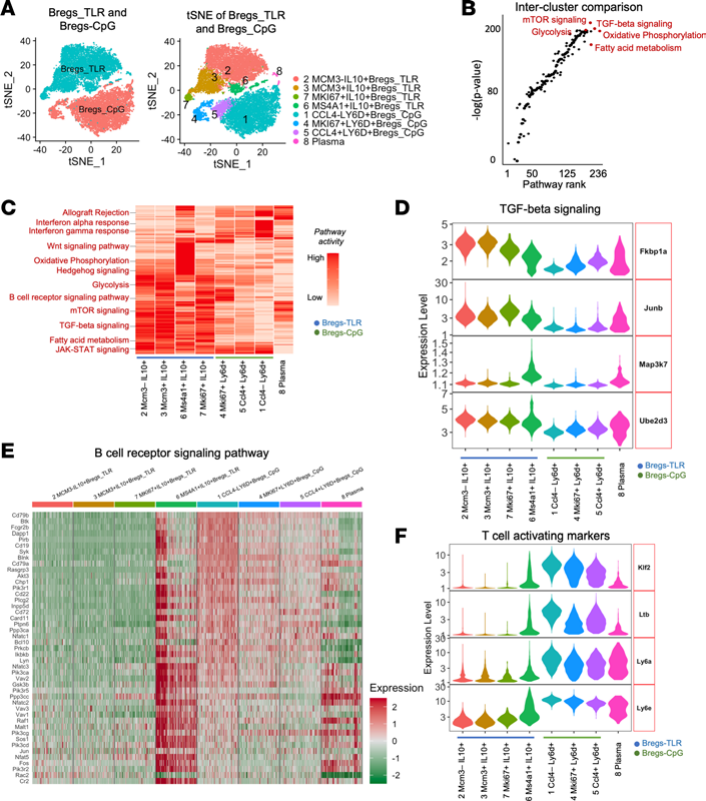
Phenotyping of Bregs-TLR by scRNA-Seq. (**A**) Comparative library and cluster analyses between Bregs-TLR and Bregs-CpG cells. Bregs-CpG cells are mainly distributed in 3 subsets (1, 4, and 5) characterized by the *CCL4^–^LY6D^+^*, *MKI67^+^LY6D^+^*, and *CCL4^+^LY6D^+^* phenotypes, respectively. The 4 main Bregs-TLR clusters (2, 3, 6, and 7) are defined by the *MCM3^–^IL10^+^*, *MCM3^+^IL10^+^*, *MS4A1^+^IL10^+^*, and *MKI67^+^MCM3^+^IL10^+^* phenotypes. Cells in cluster 8 carried markers of plasma cells. (**B**) Intercluster (8 clusters) pathway enrichment; top 5 signaling pathways enriched in Bregs-TLR are indicated. (**C**) Heatmap of gene pathways enriched in each cluster; top 12 Bregs-TLR–associated pathway signatures are displayed, including that of TGF-β signaling. (**D**) Cluster distribution of expression of genes involved in TGF-β signaling (violin plots). (**E**) Heatmap of cluster distinctive enrichment of genes implicated in BCR signaling. (**F**) Gene signatures downmodulated in Breg-TLR clusters 2, 3, and 7 but not in control Bregs-CpG (clusters 1, 4, and 5).

# Supplementary material for: Suppression of allograft rejection by regulatory B cells induced via TLR signaling
**Source:** JCI Insight. 2022 Sep 8;7(17):e152213. doi: 10.1172/jci.insight.152213
**Supplement:** Supplemental data

# Supplementary Figures

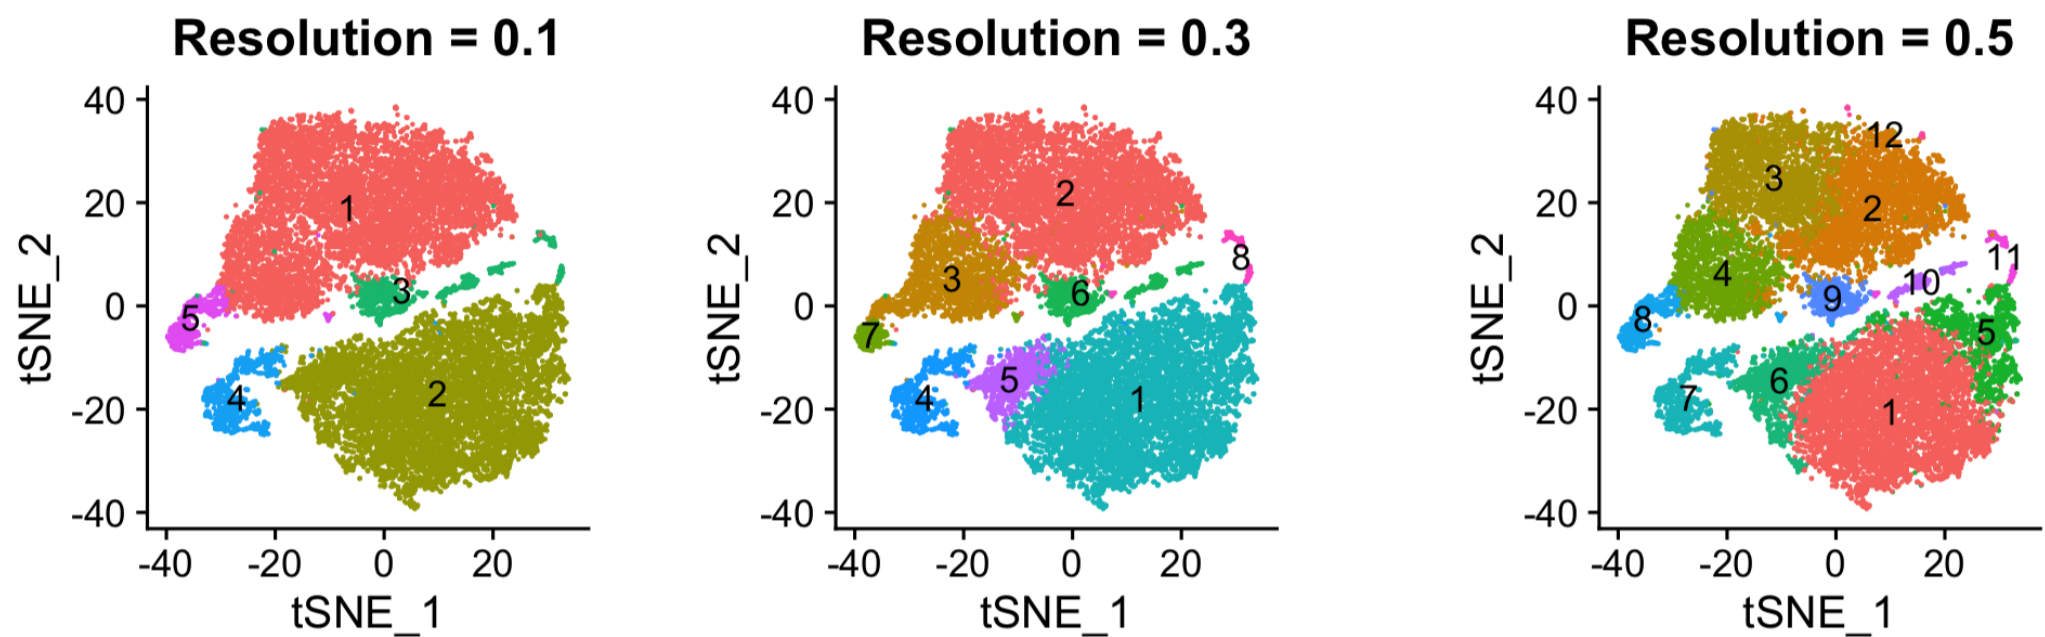

**Supplementary Figure S1. Cluster analysis in Bregs-TLR and Bregs-CpG cells by scRNA-seq.** Cluster analysis strategy using different resolution values. For cluster analysis, when the parameter “resolution” varied, the cluster numbers differed. When the parameter resolution was 0.5, there were 12 cell clusters in total. However, there were no differentially expressed genes (DEGs) ( $\log|FC| > 1$  and  $p < 0.05$ ) found among some subsets of Bregs-CpG (such as clusters 2, 3, and 12). We used the clustering result in which the resolution was 0.3 for subsequent analysis.

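When the counts were clustered at a resolution of 0.5, 8 clusters formed in place of the 7 at 0.3. The phenotype of cluster A was then found in 2 clusters, of 4240 and 2552 cells. Ccl4 was 459 CPM in the larger and 163 CPM in the smaller of these, Il10 was 277 and 236 CPM, and Ly6d was 328 and 422 CPM. No values imputed by SAVER-X entered this clustering.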

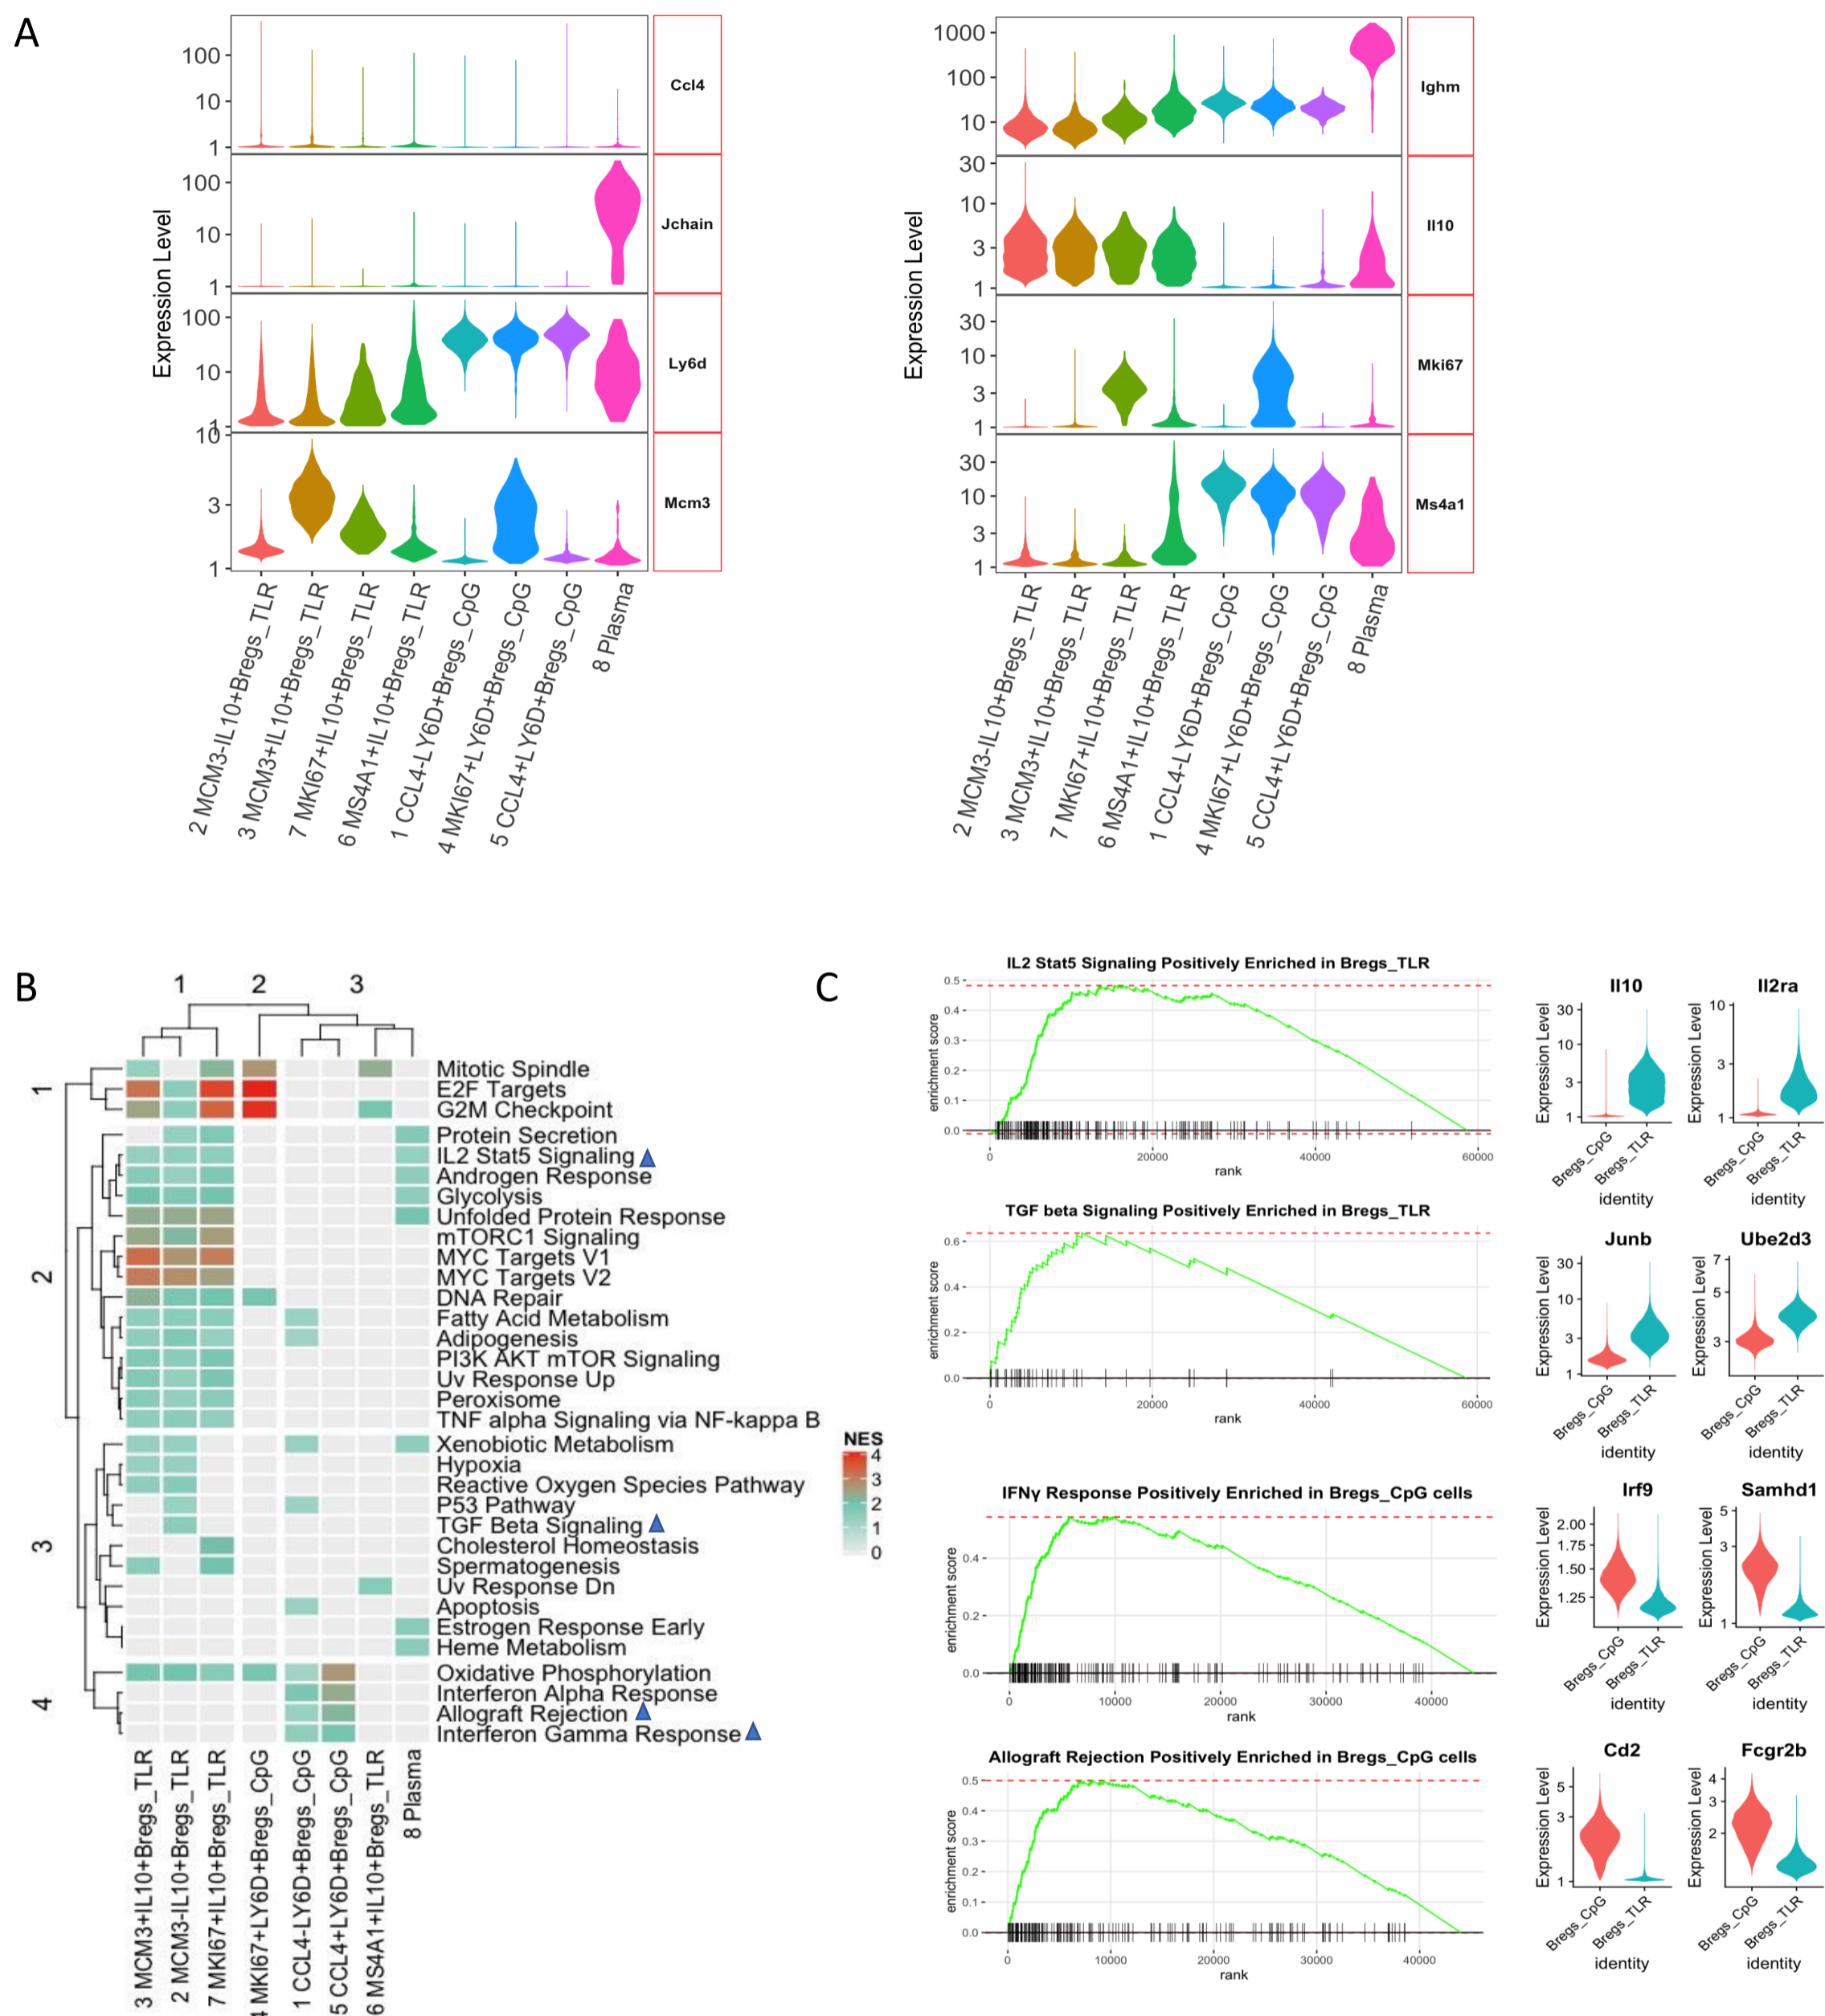

**Supplementary Figure S2. Annotation and Pathway enrichment analysis of Bregs-TLR by scRNA-seq. A** Annotation markers of Bregs-TLR and Bregs-CpG cells. **B** Pathway enrichment analysis in each cluster by scRNA-seq using HALLMARK database. **C** IL2 Stat5 signaling, and TGF-beta signaling were positively enriched in Bregs-TLR, while IFN $\gamma$  response, and allograft rejection were positively enriched in Bregs-CpG cells.

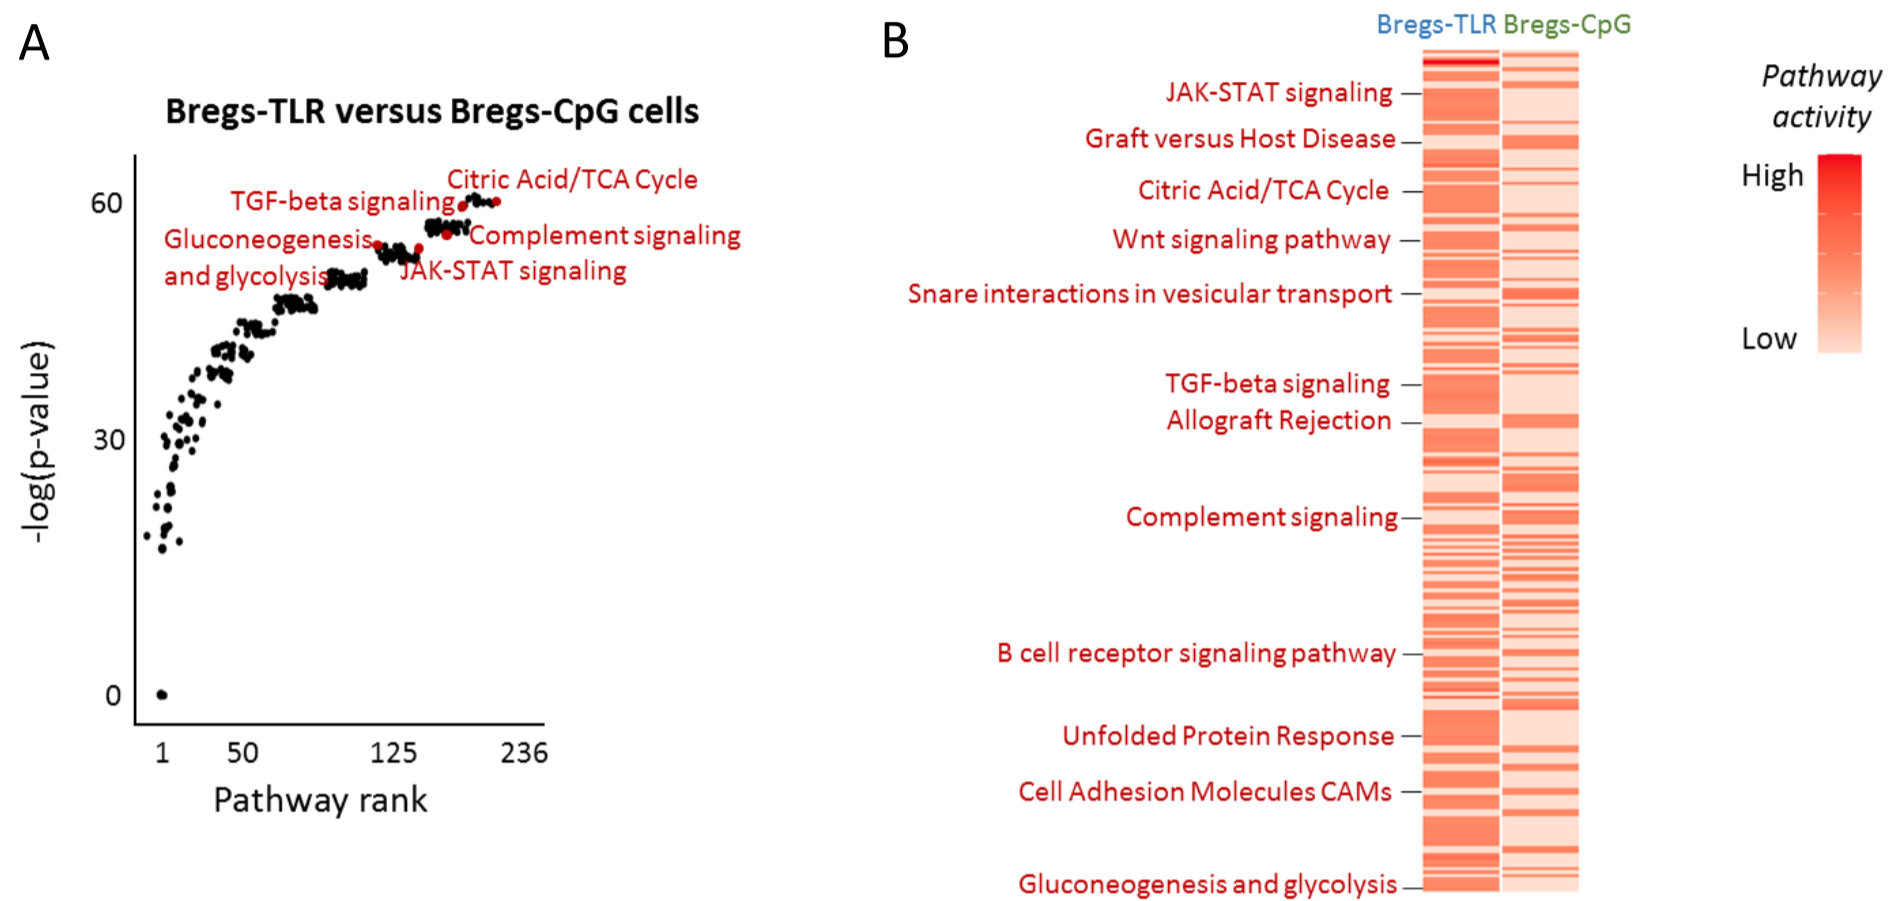

**Supplementary Figure S3. Pathway enrichment analysis using KEGG and HALLMARK databases.** **A** Pathways enriched between Bregs-TLR and Bregs-CpG. The pathways were ordered according to the  $-\log(p\text{-value})$  and the top several pathways were labelled in the plots. **B** Heatmap of enriched pathways in TLR-Bregs and Bregs-CpG.

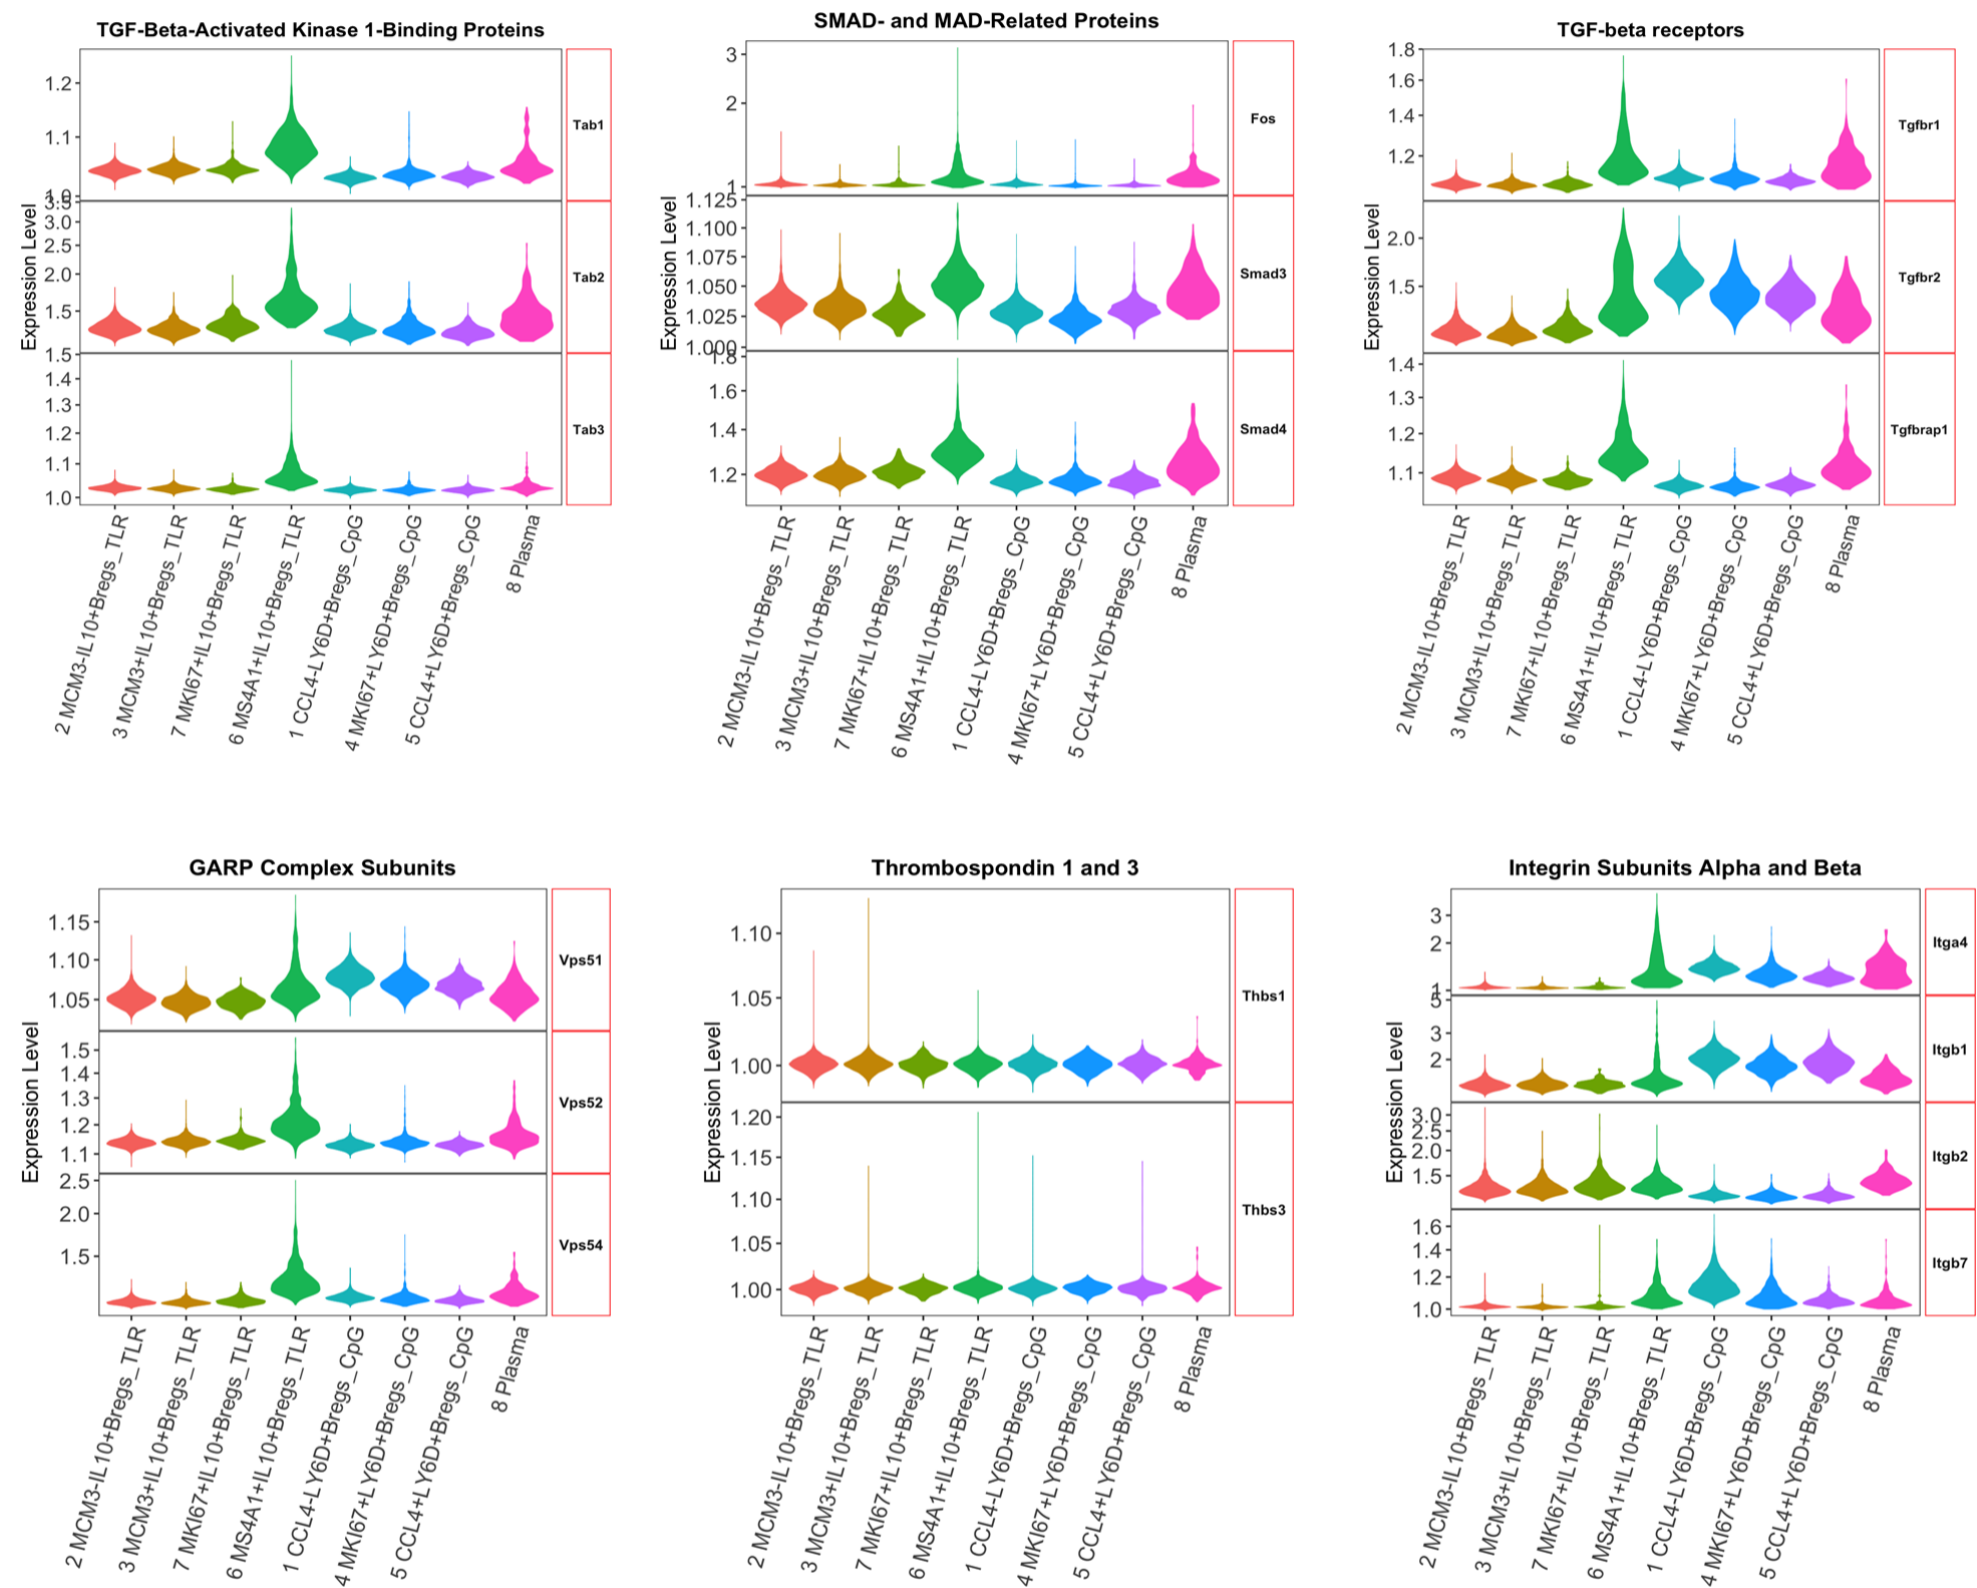

**Supplementary Figure S4.** TGF-beta activation related transcriptional factors and proteins expression.

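Besides the activators named in the text, the heatmap lists Tgfbr1, Tgfbr2, Tgfbrap1, Thbs1, Thbs3, Itgb1, and Itgb7. In the counts before imputation, Thbs1 and Thbs3 had too few UMIs in clusters A and B for a ratio, with at most 0.089 CPM. Of the 5 others, 4 were lower in cluster A than in cluster B. Tgfbr2, which encodes the type II TGF-β receptor, was 17.5 CPM in cluster A (95% interval 16.5 to 18.5) and 75.3 CPM in cluster B (73.3 to 77.4), a log2 ratio of -2.11. Tgfbr1 had a log2 ratio of -0.58 (-0.73 to -0.42), Itgb1 of -1.60 (-1.66 to -1.55), and Itgb7 of -3.48 (-3.77 to -3.20). Tgfbrap1 was higher in cluster A (log2 ratio 0.51, 0.36 to 0.67), with 11.7 CPM and 8.17 CPM.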

How the deposited data were processed for this re-analysis (not part of the article)

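The scRNA-Seq experiment compared B cells from mouse spleen after 2 kinds of culture, with 2 replicates each: Bregs-CpG, kept with CpG (10 μg/mL) for 3 days, and Bregs-TLR, which were also given LPS (10 μg/mL), PMA (50 ng/mL), and ionomycin (1 μg/mL) for the last 5 hours. The authors prepared libraries with the 10x Genomics Chromium Single Cell 3' v3 chemistry, aligned reads to mouse mm10 with Ensembl 93 genes, called cells and counted UMIs with CellRanger, and combined the libraries with CellRanger aggr, which thins reads so that libraries have like depth. The mode of aggr is not named in the paper's text. The values in the matrix are whole UMI counts of 1 or more. They were not normalized further and not imputed by the authors, who imputed them with SAVER-X only in later steps. Gene identifiers and symbols were taken from the authors' feature table of 31053 genes, of which 35 symbols occur more than once. Positions of genes were taken from the GENCODE vM21 annotation on GRCm38, which is not the release the authors counted on.

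The matrix has 35989 columns, and the barcode list has 19920 entries, whose endings number the libraries 5 to 8. The barcodes carry no sample name. If the barcodes belong to the last columns, libraries 5, 6, 7, and 8 start after columns 16069, 20673, 25835, and 31727. Mean expression in windows of 400 columns on either side of each column was compared over the whole matrix. The shift at column 25835 was at percentile 100 of all columns and that at column 16069 at percentile 99.3. The shift at column 31727 was at percentile 92.0, with a local maximum at column 31729, and at column 20673 there was no clear shift (percentile 52.8). With the barcodes on the first columns, none of the 4 starting points after columns 4604, 9766, 15658, and 19920 was above percentile 87.1. The last 19920 columns were therefore used, and the 16069 columns before them were not used here. Since a library number names no sample, the cells were treated as 1 pooled sample, and no difference between Bregs-TLR and Bregs-CpG was tested. A comparison of the conditions per gene with edgeR or DESeq2, foreseen only for barcodes that name samples, was not made.

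Cells with at least 1000 detected genes and under 10% mitochondrial UMIs were kept. These are the limits of the paper, which applied them after imputation with SAVER-X, whereas they were applied here to the counts. Of the 19920 cells, 559 had too few genes and 1110 too many mitochondrial UMIs, and 18534 passed. Libraries 5, 6, 7, and 8 kept 4196, 4714, 5621, and 4003 cells, with 44842982, 51636750, 63638158, and 45672518 UMIs and medians of 8752, 8785, 10355, and 10077 UMIs per cell. The median mitochondrial share was 7.22%, 7.18%, 4.61%, and 4.65%. Counts were log-normalized to 10000 per cell in Seurat (version 5.3.0, R version 4.3.3), and 2000 variable genes were chosen. All genes of the gene lists below were removed from them, which left 1939. The annotation genes, the marker genes, and Hbb-bt were not removed, so their differences between clusters are partly a product of the clustering. From 20 principal components, computed exactly, and 20 neighbors per cell, clusters were formed with the Louvain algorithm at a resolution of 0.3. The paper's text gives the resolution but not the numbers of variable genes, components, and neighbors. Scrublet in Scanpy (version 1.11.5) called 2 of the passing cells doublets (0.011%). Whether its threshold works on these data was not tested, and no cell was removed as a doublet in the reported values.

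Clusters A and B were chosen by a rule set before the data were examined, from Il10 and Ly6d relative to all cells (141 and 2659 CPM). The match of the clusters to the paper's numbered clusters was set after the clusters were seen. Per cluster, UMIs of each gene were summed over cells and divided by all UMIs of the cluster to give CPM. Intervals at 95% are exact Poisson for CPM, exact conditional for log2 ratios, and Clopper-Pearson for shares (SciPy, version 1.17.1), and they do not contain variation between mice or cultures. For a ratio against a gene with no UMIs, 3 counts were used as the floor. A difference between clusters A and B was called where the interval excluded 0 and the values of all libraries with at least 50 cells of a cluster lay apart.

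The genes named were set before the data were examined: all 130 genes of 16 lists, taken from the paper's text, Figures 1 and 7, and Supplemental Figures 2 and 4 or, for MHC class I and II, TGF-β ligands and their activation, and cytokines, from general knowledge, and the 5 genes with the highest and the 5 with the lowest ratio that were not used for clustering, reached 50 CPM, and kept their direction with each library left out. Of these 10 genes, 8 were already in the lists. The rule favors this overlap, since listed genes were removed from the clustering genes and so could be picked, while other variable genes could not. Hbb-bt was added after its values were seen. In the lists and in 9 Reactome sets from the fgsea package (version 1.28.0), genes with at least 10 UMIs in clusters A and B were counted by direction. Reactome gene numbers were matched to symbols through the RefSeq annotation of GRCm38.p6. The median log2 ratio of a list or set was given as a percentile among 10000 random lists matched on mean expression in 20 bins. Lists that the paper reports from these same scRNA-Seq data are not independent of the cells compared, so their percentiles are descriptions only. Marker lists for plasma, cycling, replicating, B, T, NK, myeloid, plasmacytoid dendritic, and erythroid cells were compared between clusters.

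The steps from counts to ratios were tested on simulated data with 200 changed genes. Of the changed genes tested, 83.2% were found in the right direction, 5.18% of unchanged genes fell outside their interval, and 95.7% of intervals held the true ratio. The simulated counts were Poisson draws of pooled sums, which is the model the intervals assume. They had no spread between cells or libraries and no clustering, so this checks the calculation and not the intervals on real cells. A list of raised genes was at percentile 100, and lists of unchanged genes had a median percentile of 43.8.

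Alternatives were tried for the cell filter, the variable genes, the components, the resolution, the clustering algorithm, doublets, the CPM denominator, TMM scaling (edgeR, version 4.0.16, factors 1.03 and 0.970 for clusters A and B), thinning of each cell to 5000 UMIs (which left out 358 cells of cluster A and 253 of cluster B), the mean over cells, the clusters compared, the minimum of UMIs, the random lists, and each library left out. Leiden clustering used leidenalg (version 0.10.2). Tables and plots were made with Python (version 3.11.15), NumPy (version 2.4.6), pandas (version 2.3.3), and matplotlib (version 3.10.9). Imputation with SAVER-X, the MAST test, and enrichment with the HALLMARK, C2, and C5 sets were not repeated here.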

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

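The genes Trmt61a and Smyd5 were picked by the rule set before the data were examined, and Hbb-bt and the test on other globin genes were chosen only after the values were seen, as was the test on the libraries. No biological explanation was tested for these 3 genes, since the cells could not be assigned to Bregs-CpG or Bregs-TLR.

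Trmt61a and Smyd5, which the paper does not discuss, were among the 5 genes with the highest ratio of cluster A over cluster B, of the genes that reached 50 CPM and were not used for clustering. Trmt61a was 51.2 CPM in cluster A and 4.34 CPM in cluster B, a log2 ratio of 3.56 (95% interval 3.39 to 3.74). Smyd5 was 62.9 CPM and 8.47 CPM, a log2 ratio of 2.89 (2.77 to 3.02). Within a cluster, the 2 libraries that held at least 50 of its cells differed little, with Trmt61a at 50.2 and 52.0 CPM in cluster A and at 3.75 and 4.87 CPM in cluster B. In the counts thinned to the same number of UMIs per cell, the ratio was 3.74 for Trmt61a and 3.10 for Smyd5. Random thinning leaves each gene's expected share of a cell's UMIs unchanged. The thinned counts therefore cannot decide whether a difference in UMIs per cell plays a part. Trmt61a was at its lowest, 2.77, when all clusters with high Il10 and low Ly6d were compared with all clusters of the opposite kind, and Smyd5 was then 2.45. For these 2 genes, a difference between libraries stays open and cannot be told apart from a difference between clusters A and B. The reason is that 99.88% of the cells of cluster A came from libraries with fewer than 50 cells of cluster B. Neither gene was compared by library within cluster G, which mixes the libraries.

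Hbb-bt, a β-globin gene that was among the genes used for clustering, was 273 CPM in cluster A (244 and 313 CPM in the libraries) and 3.22 CPM in cluster B, a log2 ratio of 6.40 (6.21 to 6.60). At least 1 UMI of Hbb-bt was found in 43.1% of cells in cluster A, with a median of 9412 UMIs per cell, and in 1.6% of cells in cluster B, with a median of 8201. The level in clusters C and F was 202 and 225 CPM, and in clusters D, E, and G it was 10.2, 4.88, and 18.1 CPM. Reads from erythroid cells, or free RNA from them, would bring the other abundant globin transcripts, but Hba-a1 and Hba-a2 had no UMI in any library, and the highest of Hba-a1, Hba-a2, and Hbb-bs in cluster A was Hbb-bs at 0.634 CPM. Reads shared with a similar globin gene were not tested. As for the genes above, a difference between the libraries remains open (99.88% of the cells in cluster A).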

How the results depend on the processing

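Removal of the cells with the highest doublet scores and the run with no filter on cells were chosen after seeing the data, and the other alternatives were set before the data were examined. No paired analysis was possible because the barcodes name no sample, so that no replicate number can be given to a library and no test between conditions was made. The comparison of Bregs-TLR with Bregs-CpG per gene, with edgeR or DESeq2, was not run for the same reason. Where no cause is given, the cause was not tested.

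With a mitochondrial maximum of 5%, 6405 cells passed the filter in place of 18534. A maximum of 20%, a minimum of 500 genes, and a minimum above 1000 genes gave between 18238 and 19311 cells. The share of cluster A was 18.72% with 10 principal components and 22.88% at a resolution of 0.5, where its cells were split between 2 clusters, and 48.51% at a resolution of 0.1, where it was merged with the cells of cluster C. It was 33.26% with no filter on cells. The share of cluster B was 37.37% with 30 principal components, 43.0% at a resolution of 0.1, and 36.75% at 0.5. With each library left out, the shares ranged from 21.92% to 49.11% for cluster A, 24.28% to 54.69% for B, 6.79% to 15.9% for C, 2.95% to 6.85% for D, 2.82% to 6.29% for E, 1.92% to 3.8% for F, and 1.14% to 1.54% for G. The lowest share of A was without library 7 and that of B without library 6, since the clusters take their cells from different libraries.

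Of the named genes with a called difference between clusters A and B, none changed direction in 17 of the 20 alternatives. The exceptions were Pik3cd with 10 principal components (0.043), Rac2 (-0.086), Tapbp (-0.099), and Tgfb1 (-0.001) with a denominator free of mitochondrial, ribosomal protein, and immunoglobulin genes, and Tapbp with TMM scaling (-0.01). That denominator moved the median of all genes by -0.178 on the log2 scale and TMM scaling by -0.0892, so small positive ratios such as those of Map3k7 (0.35 as reported) should be read against this shift. The ratio of Cd80 was -2.11 without library 7 and -0.465 without library 8, compared with -0.94, from 47 UMIs in all.

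Counts of genes higher in cluster A stayed within 1.5 times the reported count in 11 of 16 lists under all alternatives. For the genes of Supplemental Figure 4 alone (1 of 5 as reported), the count was 2 at a resolution of 0.1, 2 with all clusters of high Il10 against all of the opposite kind, and 3 with no minimum of UMIs. For Figure 7E (4 of 45), it was 2 with the denominator free of mitochondrial, ribosomal protein, and immunoglobulin genes. For MHC class I (1 of 7), it was 3 with 10 principal components, 0 with that denominator, and 0 with TMM scaling, and with each library left out it ranged from 1 to 2, the higher count without library 8. With at least 100 UMIs, fewer genes were counted, which left 3 for TGF-β ligands and activation (5 of 6) and 3 for cytokines (5 of 10).

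Percentiles among random lists moved when the lists were not matched on expression. They became 85.07 for the citric acid cycle and respiratory electron transport, 99.52 for signaling by the B cell receptor, 80.09 for TGF-β receptor complex signaling, 35.09 for the unfolded protein response, 1.68 for IFN-α/β signaling, 99.89 for class I MHC antigen processing, and 3.38 for MHC class II antigen presentation. For the lists, they became 74.22 for the TGF-β activators, 1.42 for the genes of Supplemental Figure 4 alone, 0.14 for the MHC genes of the text, 2.9 for the transcription factors, 12.96 for MHC class I, 95.86 for TGF-β ligands and activation, 37.42 for flow cytometry markers, and 23.76 for cytokines. With at least 100 UMIs per gene, the percentiles were 99.68 for glycolysis, 86.17 for the B cell receptor, 42.45 for TGF-β receptor complex signaling, 97.78 for class I, 0.23 for class II, 0.45 for the transcription factors, 50.98 for flow cytometry markers, and 6.88 for cytokines. TMM scaling multiplies every gene alike and leaves each percentile as it is by construction. IFN-γ signaling, the genes of Figure 7E, and the MHC class II list were at percentile 0.0 in each of these settings. The paper shows the genes of Figure 7E from these same data, so their percentile is not an independent test.

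Depth limits the genes with few UMIs. Of the 16 cytokine genes, 6 had under 10 UMIs in clusters A and B, and Ifng, Il17a, Ccl22, and Gzmb had none.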

Differences from the paper's values

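The paper's shares refer to 19616 cells and those here to 18534 filtered cells, so shares are given with both numbers and without a direction. The match of clusters to the paper's phenotypes was set after the clusters were seen.

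For cluster 6, annotated by Ms4a1 and Il10, the paper reports 851 cells (4.34%). No cluster of the filtered cells was counted as this phenotype, so the value here is 0 cells (0%). None had both genes above their level over all filtered cells (Il10 141 CPM, Ms4a1 724 CPM). Cluster G, counted as plasma cells, had Ms4a1 at 750 CPM and Il10 at 129 CPM. The values also differ under each alternative set before the data were examined. With a minimum of 500 genes, a cluster of 97 cells (0.52%) was counted, and the other alternatives gave 0. In these 97 cells, Il10 was 243 CPM and Ms4a1 was 414 CPM, so Ms4a1 was below the level of all filtered cells. With no filter on cells, a cluster of 996 of 19920 cells (5.0%) was within 1.5 times the paper's value. That alternative was chosen after seeing the values. The paper's clusters 7 and 8 still differed in it, at 544 and 273 cells. Ms4a1 in the 996 cells was 359 CPM, again below the level of all filtered cells.

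For cluster 7, annotated by Mki67, Mcm3, and Il10, the paper reports 298 cells (1.52%), and cluster F holds 528 cells (2.85%). Under each alternative the value also differed, with 488 to 548 cells.

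For the plasma cells of cluster 8, the paper reports 166 cells (0.85%), and cluster G holds 258 cells (1.39%). With 10 principal components (165 cells, 0.89%) and at a resolution of 0.1 (161 cells, 0.87%), the values no longer differed by more than 1.5 times. With more variable genes (2922 used), the 245 cells were within 1.5 times of the paper's count, but the share of 1.32% was not. Under the other alternatives the values differed, with 250 to 273 cells.

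The paper's text states that the T cell activation genes Ly6a, Ly6e, Klf2, and Ltb were higher in Bregs-TLR, whereas the legend of Figure 7F gives them as lower. Between clusters A and B, 0 of these 4 genes were higher in cluster A, the cluster with the phenotype the paper assigns to Bregs-TLR, with log2 ratios from -6.22 (Klf2) to -2.96 (Ly6a). In the text, cluster 4 is the cluster with Ccl4 and cluster 5 the one with Mki67, and Figure 7A has them the other way. The cell numbers here, 884 for cluster D (Mki67) and 812 for cluster E (Ccl4), do not separate the paper's nearly equal counts.

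The paper states an increase of 11 activators of TGF-β in Bregs-TLR clusters other than its cluster 2, and clusters C and F have the phenotypes of 2 of these. In each of clusters C and F, 8 of the 11 were higher than in cluster B, with the interval above 0 for 5 in cluster C and 6 in cluster F. The intervals of Itga4 (-3.27 and -2.63) and Vps51 (-0.94 and -0.74) lay below 0 in both clusters and that of Vps54 (-0.48) in cluster C. The paper reports the TGF-β signaling pathway as enriched in cluster 2. The Reactome set of TGF-β receptor complex signaling was at percentile 50.4 of matched random lists in cluster A, while the 4 genes that the paper names for this pathway were all higher, led by Junb (2.34).

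For the unfolded protein response, which the paper reports as specific to Bregs-TLR, 6 of 14 Reactome genes were higher in cluster A and 5 were lower with an interval that excluded 0, and the median log2 ratio was -0.04. The paper reports BCR signaling and MHC class I pathways as lower in Bregs-TLR. The Reactome sets for B cell receptor signaling (89 of 142 genes higher, percentile 91.6) and for class I MHC antigen processing (56 of 91 genes higher, percentile 96.6) were not lower in cluster A, whereas 39 of the 45 genes of Figure 7E and 4 of the 7 class I genes were lower by more than the counting error and the spread between libraries. These Reactome sets are not the gene sets of the paper.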

Other observations

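The tests on the other globin genes, on the median of all genes, and on the libraries were chosen only after the result was seen, as was the run with no filter on cells.

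Whether the paper's cluster 6 has no counterpart because it holds cells with few detected genes or a high mitochondrial share stays open. When no filter was used, 996 cells formed a further cluster with Il10 at 219 CPM and Ms4a1 at 359 CPM, and 76.9% of them fail the filter. This share decides nothing, since a cluster that forms only without the filter has to consist largely of such cells. Their medians were 1956 UMIs, 899 genes, and 10.4% mitochondrial UMIs. Doublets are argued against for these cells, since 1956 UMIs is less than the medians of clusters A and B without the filter (9511 and 8218). Within each library, only 1 of Il10 and Ms4a1 was high over these cells together. In libraries 5 and 6, with 163 and 146 of the cells, Ms4a1 was 1973 and 1480 CPM and Il10 was 9.42 and 6.30 CPM. In libraries 7 and 8, with 324 and 363 cells, Ms4a1 was 32.9 and 32.5 CPM and Il10 was 253 and 287 CPM. The cluster thus carries both markers only as a sum over libraries, although cells with so few UMIs cannot show which genes each cell lacks. The genes with the highest fold over other cells were Gm26917, Gm42418, and Lars2. Whether the paper's cluster 6 holds the same cells was not tested, as its list of cells was not used here.

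The paper's Supplemental Figure 4 shows most activators of TGF-β at their highest in cluster 6. In the further cluster of the unfiltered cells, 8 of the 11 activators were higher than in clusters A and B. Of all 10698 genes with at least 100 UMIs, 53.8% were also higher there, which lies within the 95% interval of the activators' share (39.0% to 94.0%). Whether cells with few detected genes or a high mitochondrial share account for that figure therefore stays open.

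Of 10 genes compared by library, 6 are given here. In libraries 5, 6, 7, and 8, over all filtered cells, Il10 was 13.7, 11.1, 255 and 253 CPM, Ly6d was 5270.0, 5202, 376 and 403 CPM, Klf2 was 436, 467, 6.73 and 8.61 CPM, H2-Aa was 1267, 1364, 502 and 517 CPM, Junb was 73.7, 67.3, 354 and 343 CPM, and Tgfb1 was 75.9, 72.8, 88.4 and 87.4 CPM. Cluster A took 6, 2, 3958 and 2823 cells from them, and cluster B 3340, 3708, 2 and 14 cells. With 99.88% of the cells of cluster A in libraries with fewer than 50 cells of cluster B, clusters A and B alone cannot separate library from cluster. Within cluster G, which mixes the libraries, Il10, Ly6d, Klf2, H2-Aa, and Ms4a1 split by library as between clusters A and B. H2-Aa was 1603, 1640, 446, and 768 CPM there in libraries 5, 6, 7, and 8. For these genes the difference thus follows the libraries within 1 cluster too. Ighm, Tgfb1, and Xbp1 went the other way, and Jchain overlapped. What sets the libraries apart was not tested, and no condition was assigned to a library from these values.

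The lower level of the 10 MHC class II genes in cluster A was weighed against technical explanations. A few genes taking most of the counts would shift every gene alike, but the median log2 ratio of the class II genes was -2.31 relative to the median of all genes. After thinning each cell to the same number of UMIs, 10 of the 10 genes were still lower in cluster A. This cannot decide about a difference in UMIs per cell, because random thinning leaves each gene's expected share of a cell's UMIs unchanged. A difference between libraries stays open, as for all comparisons of these clusters. Such a difference need not be technical, since the samples differed in culture and libraries could differ for that reason. Within cluster G, H2-Aa was 1603 and 1640 CPM in libraries 5 and 6, and 446 and 768 CPM in libraries 7 and 8. For this gene, the difference thus followed the libraries within 1 cluster. The other class II genes were not compared in that way. The difference of culture between Bregs-TLR and Bregs-CpG was not tested.

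GARP, the cell-surface receptor for latent TGF-β, is encoded by Lrrc32, while Vps51, Vps52, and Vps54 encode a protein complex of the Golgi apparatus that has the same short name. Lrrc32 was 49.4 CPM in cluster A and 17.2 CPM in cluster B, a log2 ratio of 1.53 (95% interval 1.43 to 1.62). Furin, which encodes a protease that cleaves the TGF-β precursor, was 53.5 and 6.77 CPM (2.98, 2.84 to 3.13). Tgfb1 was 83.3 and 73.7 CPM, a log2 ratio of 0.18 (0.12 to 0.23), which vanished with a denominator free of mitochondrial, ribosomal protein, and immunoglobulin genes (-0.001). Nrros, which binds latent TGF-β, was lower in cluster A (-0.98). Of the 6 genes of this list, 5 were higher in cluster A, and its median was at percentile 94.99 of matched random lists. Tgfb2 and Tgfb3 count among the higher genes but had few UMIs, with 25 and 18 in cluster A and 2 and 15 in cluster B. For Tgfb3, no difference was detectable at this depth (log2 ratio 0.273, -0.798 to 1.365).

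Among the 9 genes for surface markers that Figure 1 measures by flow cytometry, 4 were higher and 5 lower in cluster A, at percentile 24.7. Havcr1, which encodes TIM1, had a log2 ratio of 2.99, Cd86 of 4.85, Cr2 of 0.50, and Il2ra of 3.51. Cd38 (-1.20), Fcer2a (-6.42), Ighd (-1.82), and Cd80 (-0.94) were lower, and for Cd274 no difference was detectable (-0.04, -0.17 to 0.09). Of 10 cytokine genes with enough UMIs, 5 were higher and 5 lower, at percentile 27.3. Tnf (3.52) and Ccl3 (1.81) were higher, Il12a (-2.33), Ebi3 (-1.54), and Csf1 (-1.05) were lower, and Il6 (0.10, -0.01 to 0.21) did not differ detectably. These are values of mRNA in clusters of cells and not of the proteins in Figure 1.

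The plasma cell–like cells of cluster G made up 1.53%, 2.12%, 1.05%, and 0.87% of libraries 5, 6, 7, and 8. In these cells, Il10 was 23.0, 26.5, 249.7, and 329.8 CPM, Ly6d was 5302, 5313, 972, and 791 CPM, and Klf2 was 176, 151, 3.65, and 7.73 CPM.

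Markers of other cells were sparse. No cluster had a T cell marker (0 of 8), an NK cell marker (0 of 5), or a myeloid cell marker (0 of 8) at 50 CPM or more. Of 4 markers of plasmacytoid dendritic cells, 1 reached this level, Ccr9 in cluster G. Of 5 erythroid markers, only Hbb-bt reached it, in clusters A, C, and F. All 5 B cell markers were highest in cluster B. All 8 mitotic markers reached 50 CPM in clusters D and F, and 7 of the 8 replication markers did so in clusters C, D, and F.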
